# Early chronic suppression of microglial p38α in a model of Alzheimer’s disease does not significantly alter amyloid-associated neuropathology

**DOI:** 10.1371/journal.pone.0286495

**Published:** 2023-05-31

**Authors:** David J. Braun, Hilaree N. Frazier, Verda A. Davis, Meggie J. Coleman, Colin B. Rogers, Linda J. Van Eldik

## Abstract

The p38 alpha mitogen-activated protein kinase (p38α) is linked to both innate and adaptive immune responses and is under investigation as a target for drug development in the context of Alzheimer’s disease (AD) and other conditions with neuroinflammatory dysfunction. While preclinical data has shown that p38α inhibition can protect against AD-associated neuropathology, the underlying mechanisms are not fully elucidated. Inhibitors of p38α may provide benefit via modulation of microglial-associated neuroinflammatory responses that contribute to AD pathology. The present study tests this hypothesis by knocking out microglial p38α and assessing early-stage pathological changes. Conditional knockout of microglial p38α was accomplished in 5-month-old C57BL/6J wild-type and amyloidogenic AD model (APPswe/PS1dE9) mice using a tamoxifen-inducible Cre/loxP system under control of the *Cx3cr1* promoter. Beginning at 7.5 months of age, animals underwent behavioral assessment on the open field, followed by a later radial arm water maze test and collection of cortical and hippocampal tissues at 11 months. Additional endpoint measures included quantification of proinflammatory cytokines, assessment of amyloid burden and plaque deposition, and characterization of microglia-plaque dynamics. Loss of microglial p38α did not alter behavioral outcomes, proinflammatory cytokine levels, or overall amyloid plaque burden. However, this manipulation did significantly increase hippocampal levels of soluble Aβ42 and reduce colocalization of Iba1 and 6E10 in a subset of microglia in close proximity to plaques. The data presented here suggest that rather than reducing inflammation *per se*, the net effect of microglial p38α inhibition in the context of early AD-type amyloid pathology is a subtle alteration of microglia-plaque interactions. Encouragingly from a therapeutic standpoint, these data suggest no detrimental effect of even substantial decreases in microglial p38α in this context. Additionally, these results support future investigations of microglial p38α signaling at different stages of disease, as well as its relationship to phagocytic processes in this particular cell-type.

## Introduction

The mitogen activated protein kinase (MAPK) p38 has been found to be involved in a wide array of cellular responses throughout the body and brain, but its role in neuroinflammation is a canonical process, particularly in microglia [1–3]. In the context of Alzheimer’s disease (AD), amyloid beta (Aβ) contributes to p38-mediated release of proinflammatory cytokines both directly via increasing kinase activity and phosphorylation [4–9], as well as indirectly by promoting microglial activation and production of reactive oxygen species (ROS) [5, 7, 10–16]. In turn, the release of proinflammatory cytokines from microglia activates p38 in other cell-types which further exacerbates the inflammatory phenotype [17]. Thus, reducing p38 signaling in the CNS may represent a relevant therapeutic approach for the treatment of neuroinflammation in AD and other neurodegenerative diseases. Indeed, this hypothesis is well-supported in the literature [18, 19], and our lab has reported a beneficial effect of p38 inhibition in primary microglia *in vitro* [20] and in studies of neuroinflammatory insult *in vivo* [21–23]. Importantly, these changes were also associated with a rescue of behavioral deficits. We observed similar beneficial effects in an animal model of TBI, where microglia-specific genetic knock-out (KO) of p38α reduced levels of IL-6, IL-1β, and TNFα and decreased recruitment of inflammatory monocytes in injured mice [24]. Taken together, these data indicate that a primary mechanism of benefit of p38 inhibition in the context of neuroinflammatory damage may be the reduction of microglial neuroinflammatory responses.

Pharmacologic inhibitors of p38 are under active clinical investigation as treatments for AD by our group and others (e.g. neflamapimod). To maximize the odds of clinical success for this class of therapeutic intervention, we are in the process of defining cell-specific effects of p38α inhibition in the AD context. Microglial neuroinflammatory responses in AD are multifaceted, with some ameliorating and some exacerbating AD-associated pathology in a complex temporal manner [25]. Given advances in defining amyloid-positive but cognitively normal participants for AD trials (pre-clinical AD), and the success of this approach for early intervention in the lecanemab trials [26–28], we chose to selectively suppress microglial expression of p38α in an animal model of early-stage AD (i.e., detectable brain amyloidosis prior to the onset of memory impairments). To accomplish this, we generated WT and APP/PS1 AD model mice deficient in p38α using an inducible, microglia-specific Cre/loxP system. Microglial p38α was suppressed in adult animals subsequent to the age of first plaque deposition in this model. Animals were then assessed for behavioral performance using the open field (OF) and radial arm water maze (RAWM) tests, followed by microglial RNAseq analysis, measures of amyloid burden and proinflammatory cytokine levels, and characterization of microglia-plaque associations in the hippocampus. We report here that early and chronic loss of microglial p38α did not detrimentally affect behavioral performance, nor alter cytokine levels or overall plaque numbers. Interestingly, p38α ablation did significantly increase soluble Aβ42 and average plaque size, as well as decrease the volume of Aβ contained within plaque-associated microglia. These results are consistent with a role for p38α in mediating microglia-plaque interactions, but also indicate that even a substantial loss of microglial p38α signaling does not significantly impair protective microglial functions in this model of early disease.

## Materials and methods

### Animals and experimental design

The APPswe/PS1dE9 mouse model of AD [29] (RRID:MMRRC_034832-JAX) was bred to mice carrying p38α exon 1 flanked by loxP sites (p38^fl/fl^) [30] and a tamoxifen-inducible Cre recombinase gene under control of the *Cx3cr1* promoter (Cx3cr1-creERT2^+/-^) [31] (RRID:IMSR_JAX:020940) on a congenic C57BL/6J background. At 5 months of age, all mice were switched from standard rodent chow (Envigo, #TD.2918) to food containing 400 ppm tamoxifen (Envigo, #TD.130860) for 4 weeks in order to generate wildtype (WT) and AD-type mice with normal microglial p38 expression (p38^+/+^) or with knockout of microglial p38 (p38^KO^). The four groups and underlying genotypes are referred to as follows: WT p38^+/+^ (APPswe/PS1dE9^-/-^, p38^fl/fl^, Cx3cr1-creERT2^-/-^), WT p38^KO^ (APPswe/PS1dE9^-/-^, p38^fl/fl^, Cx3cr1-creERT2^+/-^), AD p38^+/+^ (APPswe/PS1dE9^+/-^, p38^fl/fl^, Cx3cr1-creERT2^-/-^), and AD p38^KO^ (APPswe/PS1dE9^+/-^, p38^fl/fl^, Cx3cr1-creERT2^+/-^) (Fig 1A). To allow for turnover of peripheral CX3CR1-expressing immune cells, mice were then returned to the normal chow for 6–7 weeks, as prior work from our lab using a similar microglial p38αKO model reported that a 28-day washout period was sufficient to allow turnover of >96% of peripheral (Cd11b-) myeloid cells [24]. At ~7.5 months of age, mice underwent behavior testing beginning with the OF assay to test for gross motor/behavioral abnormalities that might interfere with later behavioral testing. After completion of testing, mice were allowed to age until ~11 months of age before undergoing RAWM assessment, which was immediately followed by euthanasia for endpoint analyses. Mice were deeply anesthetized with 5% isoflurane and humanely euthanized by exsanguination.

**Fig 1:**
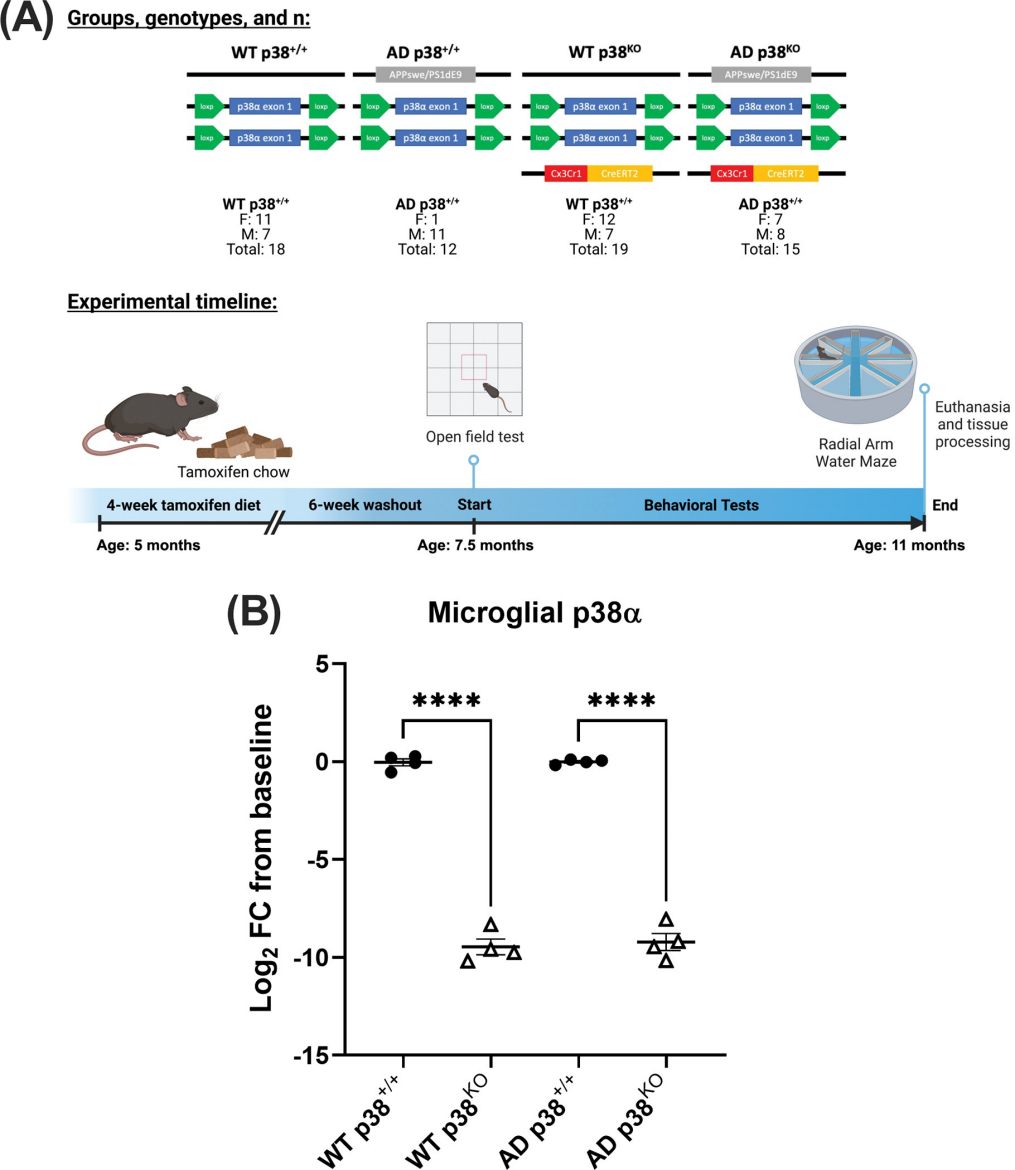
Experimental design and model validation. (A) Diagram of overall study design. Wild-type (WT) and APPswe/PS1dE9 (AD) mice were bred to carry p38α exon 1 flanked by loxP sites and a tamoxifen-inducible Cre recombinase gene under control of a *Cx3Cr1* promoter. At 5 months of age, animals were fed a tamoxifen diet for 4 weeks, then transferred back to normal chow to allow for replenishment of p38α-expressing peripheral myeloid cells. Behavioral testing began at 7.5 months of age for OF measures and 11 months of age for RAWM measures. Behavioral assessment was followed by euthanasia and tissue processing for additional endpoint measures. (B) RNAseq of isolated microglia from WT p38^+/+^, WT p38^KO^, AD p38^+/+^, and AD p38^KO^ mice (n = 4 per group). Animals from both WT and AD p38^KO^ groups had significant decreases in p38α transcript levels (>8 log_2_ fold change [FC]) compared to their respective p38^+/+^ control groups (1-way ANOVA; *F*_(3,12)_ = 297.4, *p* ≤ 0.0001), indicating that the genetic manipulation was successful. ****p ≤ 0.0001.

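The isoform 1 transcript of Mapk14 differed between the 4 groups with an F ratio of 297.5 when the variance between groups was set against that within groups on the log2 CPM as deposited; the paper's reported value is 297.4. In the limma fit with 0.5 CPM added, its log2 fold change was -6.80 (adjusted p = 1.9e-11) in WT and -6.73 (adjusted p = 2.3e-11) in AD mice. These fitted values depend on the CPM added before the log, because nearly all p38KO libraries lie under the floor. Over both backgrounds, ENSMUST00000004990 and ENSMUST00000114754, transcripts of Mapk14 that also hold the deleted exon, fell with the knockout by 2.21 (adjusted p = 0.0484) and 1.60 (adjusted p = 0.0242) on the log2 scale. ENSMUST00000233811, a scarce transcript that holds 411 bases of that exon, did not fall. It was 1.60 ± 0.452 CPM in WT p38+/+ and 3.93 ± 0.760 CPM in WT p38KO mice (SD, n = 4 each, exact permutation test, p = 0.0286). In AD mice it was 2.24 ± 1.18 CPM with p38α and 2.77 ± 0.780 CPM without it (SD, n = 4 each, exact permutation test, p = 0.371). Of its 3490 bases, 3445 are shared with the isoform 1 transcript, most of them outside the deleted exon. Its level therefore does not show that RNA with that exon remains.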

Throughout the study, mice were housed 1–5 animals per cage (503.22 usable cm^2^), in a room maintained at 23°C and on a 14:10 h light/dark cycle with *ad libitum* access to food and water. Enrichment included 5x5 nestlet (Ancare, Bellmore, NY, USA), paper shredding, and a Backless Shack mouse house (Shepherd Specialty Papers, Amherst, MA). Prior to behavioral testing, mice were acclimated to investigators via tunnel handling using polycarbonate tunnels. To allow for behavioral testing in the dark phase, animals were transferred to reverse light cycle housing after the resumption of normal chow [32]. All animal experiments were conducted in compliance with the University of Kentucky institutional licensing committee for the care and use of animals (Institutional Animal Care and Use Committee—IACUC).

### Spontaneous open field (OF) and radial arm water maze (RAWM) behavioral testing

Mice (n = 12–18 per group) were first assessed for spontaneous OF, modified from [33]. Briefly, four identical square arenas (40 x 40 x 40 cm) were positioned under the ceiling mounted camera for simultaneous recording and tracking via ANY-maze software (v6.35; Stoelting Co., Wood Dale, IL). After one hour of testing-room habituation, mice were placed in the center of individual open-field chambers to freely explore the arena without interruption for 15 min. The tracking software virtually divided each arena into 16 equal squares measuring 10 x 10 cm^2^; the 4 center squares were considered “center” and the outer ring of squares were designated “perimeter.” The software recorded the total distance traveled by each mouse, their average speed, and the percent of time spent in the arena center. The arenas were cleaned with 70% ethanol and dried after each trial.

Three months following completion of testing, mice were assessed in an 8-arm RAWM as described in Alamed, Wilcock [34]. Briefly, the water maze consisted of a circular tank (1.2 m diameter) with stainless steel inserts to create 8 arms radiating from the center of the pool. An escape platform was located at the distal end of one arm (goal arm) just below the surface of the water. The escape platform was flagged with a removable laminate cue for the visible trials. Water was made opaque with nontoxic white paint. Three laminated black and white cues were equally spaced and affixed to the edge of the tank to provide distal visual (spatial) cues. The first day of the 2-day protocol consisted of alternating visible and hidden platforms over 12 trials, temporally spaced by placing mice into cohorts of 4. The final 3 trials on day 1 and all 15 trials on day 2 used a hidden escape platform to force mice to use a spatial strategy to identify the goal arm location. ANY-maze tracking software recorded the average speed, average distance, and number of errors made by each mouse. Errors were operationally defined as any time the animal entered an arm that was not the goal arm, as well as any time the mouse remained in a single zone for 15 s or more.

### Flow cytometry and RNAseq

A randomly selected subset of 6 mice per genotype was processed for microglial isolation. After transcardial perfusion with ~15 mL of 1x DPBS (Corning Life Sciences, Tewksbury, MA), the brain was removed and the hemispheres divided. The right hemisphere was post-fixed in 4% paraformaldehyde (PFA) for 24 h, cryopreserved with 30% sucrose, sectioned and frozen for immunohistochemical analyses (see below). The left hemisphere had olfactory bulb, brainstem, and cerebellum removed before being dounce-homogenized. A microglial-containing fraction of cells was separated by 30% Percoll gradient (GE, #17-5445-01) in RPMI 1640 (Gibco, #11835030). Cells were incubated with 1:100 Zombie NIR dye solution (BioLegend, #423106), and 1:50 CD11b-VioB (Miltenyi Biotec, #130-113-810, RRID:AB_2726327) and P2ry12-PE (BioLegend, #848004; RRID: AB_2721645) antibodies. Approximately 10,000 live cells co-expressing CD11b and P2ry12 were sorted per mouse using a Sony Cell Sorter and immediately lysed in RLT Plus buffer and RNA extracted by RNeasy Plus Micro Kit (Qiagen, #74034) according to manufacturer’s instructions. RIN scores and total RNA were measured with a Bioanalyzer at the University of Kentucky Health Care Genomics Core Laboratory. To increase the reliability of our measurements, we selected the top 4 samples per group with the highest RIN scores (M = 8.3, minimum = 6.7, maximum = 9.1). Samples were then sent to Novogene for transcriptome sequencing: cDNA library was generated with NEBNext Ultra II RNA kit and run on Illumina Platform PE150. Raw reads were aligned with STAR, quantified to mm10 –Ensembl Transcripts release 100. Transcripts were analyzed for differential expression with DESeq2 with default settings. Partek Flow (v10.0.22.0828; Partek Inc., Chesterfield, MO) was used for all statistical comparisons and identification of relevant signaling pathways for all transcripts measured here. All RNAseq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession #GSE222257.

### Meso Scale Discovery (MSD) ELISA of proinflammatory cytokines and soluble Aβ

The mice not reserved for microglial isolation and RNAseq were transcardially perfused with 50 ml 1X PBS (Cellgro Mediatech, #46-013-CM) and brain tissue taken as previously described (34). Briefly, the brain hemispheres were separated by midline bisection and the right hemisphere immediately post-fixed in 4% PFA for ~24 h and cryopreserved in 30% sucrose at 4°C. For MSD ELISA assessment of amyloid (n = 6–9 mice per group) and proinflammatory cytokines (n = 6–13 mice per group), the left hemisphere was dissected to remove hippocampus and overlying cortex, and these brain regions were homogenized in 1X PBS lysis buffer (1:20 w/v) containing 100X Halt Protease Inhibitor Cocktail with 0.5 M EDTA (Pierce, #78442) and 200 mM PMSF using a Bead Ruptor 24 homogenizer (Omni International Inc., Kennesaw, GA). Homogenates were centrifuged (12000xg, 20 min, 4°C) and supernatants collected for cytokine and Aβ measurements using V-PLEX Proinflammatory Panel 1 Mouse Kit (MSD, #K15048D) and V-PLEX Aβ Peptide Panel 1 (6E10) Kit (MSD, #K15200E), respectively. Two of 10 cytokines with >20% non-detects across the experiment were excluded from analysis (IL-12p70 and IL-4) leaving 8 successfully quantified: IL-10, IL-1β, IL-2, IL-5, IL-6, TNFα, and KC/GRO. All cytokine and Aβ peptide levels were calculated using Discovery Workbench software (v4.0; Meso Scale Diagnostics LLC, Rockville, MD) and normalized to total mg of the PBS-soluble protein fraction loaded per sample as determined by BCA assay (Thermo Fisher Scientific, #23225).

### Immunohistochemistry and immunofluorescence

Fixed samples were sectioned at 30 μm on a sliding cryotome and stored in cryoprotectant at -20°C until immunostained as previously described [35]. For immunohistochemical analyses, free-floating sections through the hippocampus were selected from each mouse (n = 9–12 mice per group, 6–8 sections per animal), then blocked (10% goat serum, 0.2% TX-100 in PBS) and incubated with 1:3000 biotinylated mouse anti-Aβ 6E10 (BioLegend, # 803007, RRID:AB 2564657). All sections underwent signal amplification with an ABC kit (Vectashield, #PK-4000) according to manufacturer’s instructions and were developed with 0.05% (w/v) 3,3’-diaminobenzidine tetrahydrochloride hydrate (MilliporeSigma, #D5637). Slides were imaged on an Aperio ScanScope XT digital slide scanner using a 20x magnification. For each section, the cortex and hippocampus were manually outlined by a blinded investigator using HALO software (v3.5; Indica Labs, Albuquerque, NM). Quantification of plaque number and size in AD mice was accomplished using the HALO Object Colocalization v2.1.5 algorithm. Minimum intensity thresholds were set using no-primary antibody control sections.

For immunofluorescent analyses, tissue sections from AD mice (n = 8–10 mice per group, 4–10 sections per animal) were selected and blocked as above, then incubated overnight in 1:2000 rabbit anti-Iba1 (FUJIFILM Wako Shibayagi, #019–19741, RRID:AB_839504), 1:800 Alexa647-conjugated mouse anti-Aβ 6E10 (BioLegend, #803021, RRID:AB_2783374), and 1:1000 goat anti-rabbit Alexa594 secondary (Thermo Fisher Scientific, #A-11012, RRID:AB_2534079). Sections were subsequently incubated for 5 min in 1% Thioflavin S solution (MilliporeSigma, #T1892) and coverslipped in ProLong Gold Antifade with DAPI (Thermo Fisher Scientific, #P36931). Slides were imaged for on a Nikon BioPipeline Slide scanner (Nikon, Tokyo, Japan) using a Nikon 10x Plan Apo lambda objective. Images were stitched together and processed through denoise.ai and clarify.ai software using NIS-Elements (v5.4, Nikon), then imported into HALO for assessment of microglia and plaques. Hippocampal regions were first manually outlined by a blinded investigator, then analyzed using the Object Colocalization FL v.2.1.4 algorithm in order to identify individual microglia (Iba1 [TxRed] positive objects) and plaques (double-positive Thioflavin S [FITC] and 6E10 [Cy5] objects). To exclude erroneous objects corresponding to debris and/or imaging artifacts, only Iba1+ objects between 45–4000 μm^2^ in area were considered microglia and only 6E10-Thioflavin S double-positive objects between 20–1400 μm^2^ in area were considered plaques.

### Analysis of confocal immunofluorescent images

To further characterize microglia-plaque dynamics, a subset of fluorescently stained sections containing hippocampal regions of similar area (180–300 cm^2^) were randomly selected using a number generator (n = 10 mice per group, 1 section per animal). For each section, 20 hippocampal plaques double-stained for 6E10 and Thioflavin S were randomly selected for high-resolution imaging on a Nikon A1R-HD confocal microscope. Z-stacked images across 18 μm (step size of 0.5 μm) were taken at 1024x1024 resolution using a Nikon Plan Apo lambda 40x objective. A 2x optical zoom was applied to increase magnification to 80x during imaging. Images centered on each plaque of interest were first post-processed in NIS-Elements using denoise.ai software and the Richardson-Lucy deconvolution method, then imported into Imaris software for analysis (v9.7; Oxford Instruments, Abingdon, United Kingdom). Individual objects positive for Iba1, Thioflavin S, and 6E10 were automatically detected using Imaris surface algorithms that were thresholded for min-max signal intensity (TxRed: 390–2429, FITC: 647–4255, Cy5: 437–48245) and object size (TxRed: >4107 voxels, FITC: >10 voxels, Cy5: >10 voxels). Any image that included additional plaques residing within 50 μm of the central plaque of interest was removed from the analysis, as this would confound attempts to measure microglia associated with only the central plaque. Measures of microglial number and co-localization of Iba1 and 6E10 positive objects were then obtained for each image (n = 4–9 plaques per animal).

### Statistics and figure generation

Unless otherwise noted, all statistics were performed with Prism v9.4.1 (GraphPad Software, San Diego, CA). Graphs show group means with error bars representing standard error of the mean (SEM). Significance levels were set at α = 0.05. The minimal dataset for all analyses is attached as S1 Table.

## Results

### Microglial p38α loss does not impair behavioral performance of early-stage AD model mice

To confirm the efficacy of tamoxifen administration and loss of p38α, Cd11b+/P2ry12+ microglial cells from a subset of mice (n = 4 per group) were sorted and isolated for RNAseq analysis (Fig 1B). 

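Microglia, the resident macrophages of the brain, were sorted as CD11b+/P2ry12+ cells from WT and AD mice at 11 months of age, at about 10000 cells per mouse. All mice had received tamoxifen in the diet (400 ppm) for 4 weeks from 5 months of age. In p38KO mice, tamoxifen activates CreERT2, expressed from the Cx3cr1 locus, which deletes the loxP-flanked first exon of Mapk14, the gene of p38α. Control (p38+/+) mice carried the floxed allele without Cre. RNA from 4 mice in each of the 4 groups was sequenced, giving 16 libraries. These were the mice with the highest RNA integrity among 6 processed per genotype. The labels name 11 libraries as male and 5 as female.

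Genes typical of microglia were abundant in all 16 libraries. Csf1r, the receptor for the growth factors that maintain microglia, lay between 15556 and 20655 CPM (counts per 1000000 assigned reads). Tmem119, a microglial membrane protein, lay between 5022 and 7293 CPM. Snap25, a synaptic protein of neurons, reached at most 2.12 CPM, and Cldn5, a tight-junction protein of endothelial cells, at most 2.11 CPM.

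The authors aligned the reads with STAR, assigned them to Ensembl transcripts of mm10 (GRCm38) in Partek Flow, scaled each library to CPM and added 0.0001 to each value. The deposited tables list 20267 genes and 61144 transcripts. The size of the smallest step between values put the depth at 12.3 to 16.4 assigned reads for each CPM, so that 1 read was 0.0609 to 0.0814 CPM. Genes with at least 1 CPM in at least 4 libraries (13912) were compared with limma-trend on log2(CPM + 0.5), with all 16 libraries in a single model, two-sided tests and Benjamini-Hochberg adjustment. A gene is called changed at an adjusted p under 0.05. Single values were also compared by an exact permutation test of 4 mice against 4, whose smallest possible p is 0.0286.

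All 4 AD p38KO libraries had fewer genes detected (15485 to 16852, median 16359.5) than any of the other 12 libraries, the lowest of which had 16987. The medians were 17160.5 in WT p38+/+, 17569.5 in WT p38KO and 17825 in AD p38+/+ libraries. On the principal components, AD p38KO mice 4 and 1 stood apart from the others: AD p38KO mouse 4 lay at 108.8 on the first principal component, and AD p38KO mouse 1 at -75.5 on the second.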

Similar substantial reductions in the major p38α transcript (encoding isoform 1) were found in both WT and AD p38^KO^ mice relative to their respective p38^+/+^ control groups (1-way ANOVA; *F*_(3,12)_ = 297.4, *p* < 0.0001), indicating the manipulation was successful. 

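Mapk14 (ENSMUSG00000053436) lies on chromosome 17 of GRCm38 from 28691329 to 28748406. Its transcript ENSMUST00000062694, which has 12 exons and encodes the 360-residue isoform 1, fell in the microglia of both p38KO groups. It was 68.6 ± 16.0 CPM (SD, n = 4) in WT p38+/+ and 0.110 ± 0.0703 CPM (SD, n = 4) in WT p38KO mice. In AD mice it was 65.7 ± 5.38 CPM (SD, n = 4) with p38α and 0.128 ± 0.0832 CPM (SD, n = 4) without it. Against a floor of 3 reads per library (at most 0.244 CPM in WT p38KO and 0.239 CPM in AD p38KO libraries), these are levels at least 281-fold and at least 275-fold lower, and 4 of 4 WT p38KO and 3 of 4 AD p38KO libraries lay under their floors. The floor covers counting error only. All p38KO mice lay below all p38+/+ mice of the same background (exact permutation test, p = 0.0286 in WT and in AD mice).

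A shorter transcript, ENSMUST00000114752, holds none of the deleted exon, and its open reading frame of 283 codons starts at residue 78 of isoform 1, in frame. Its level was 88.2 ± 11.8 CPM (SD, n = 4) in WT p38+/+ and 149 ± 14.3 CPM (SD, n = 4) in WT p38KO mice, a log2 fold change of 0.76 that did not pass the test over 34322 transcripts (limma adjusted p = 0.0589). In AD mice it rose from 74.5 ± 9.55 to 143 ± 8.70 CPM (SD, n = 4 each), a log2 fold change of 0.95 (adjusted p = 0.00415). The call for WT mice is made without WT p38+/+ mouse 4 (adjusted p = 0.0483), AD p38+/+ mouse 1 (0.0319) or AD p38KO mouse 4 (0.0500), and also with array weights (0.0278) or sex as labelled as a covariate (0.0119). Summed over its transcripts, Mapk14 was 180.2 ± 22.09 CPM in WT p38+/+, 159 ± 14.3 in WT p38KO, 164 ± 9.51 in AD p38+/+ and 152 ± 11.2 in AD p38KO mice (SD, n = 4 each). The log2 fold changes of the gene as a whole were -0.18 in WT and -0.11 in AD mice, and neither passed the test. The authors' counting split reads between transcripts that share exons, so the level of a single transcript is an estimate. From the loss of the isoform 1 transcript in both p38KO groups, the paper concludes that the genetic manipulation worked.

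**Figure D1:**
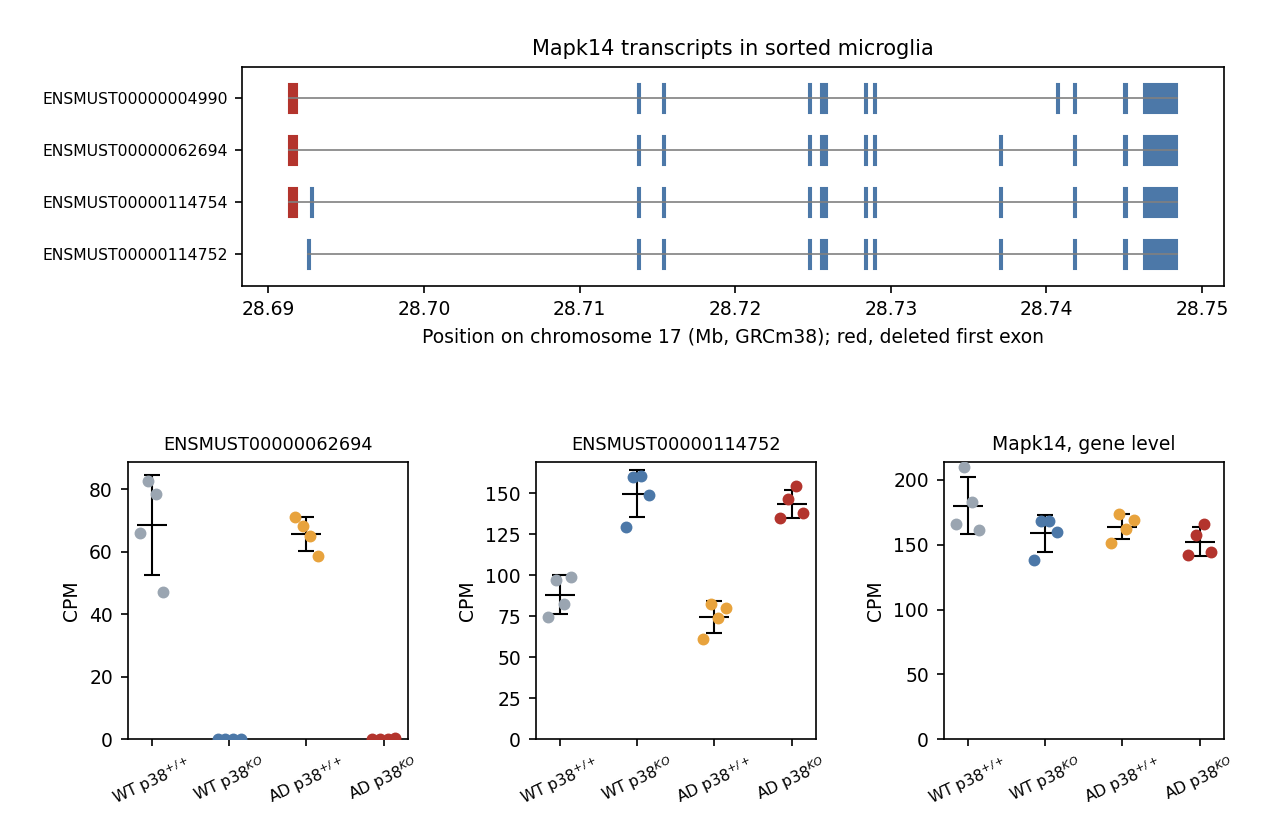
Exons of Mapk14 transcripts by position on chromosome 17, and CPM of the isoform 1 transcript (ENSMUST00000062694), of the shorter transcript (ENSMUST00000114752) and of the whole gene in each of the 16 libraries. Points are mice, and bars are the group mean and SD (n = 4). The isoform 1 transcript lies at or below 0.248 CPM in all p38KO mice, while the gene as a whole lies between 138 and 210.2 CPM in the 16 libraries.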

Six weeks after completing tamoxifen diet, all mice began longitudinal behavioral testing around 7.5 months of age beginning with the OF assay (Fig 2A). The APPswe/PS1dE9 mice exhibited a hyperlocomotive phenotype relative to WT littermates (2-way ANOVA; *F*_(1,56)_ = 25.38, *p* < 0.0001), but this was not altered by loss of microglial p38α (*p* > 0.05). There were no differences in % time in center between AD and WT mice, nor between p38α^+/+^ and p38^KO^ groups, at this age (2-way ANOVA; *p* > 0.05). Following completion of testing, mice were allowed to continue aging for 3 additional months before undergoing assessment in the 8-arm RAWM in an attempt to discern whether p38α loss might alter spatial learning and memory (Fig 2). All four groups improved in performance as assessed by a decrease in the number of incorrect arm entries (errors) over time (2-way ANOVA; *F*_(1,56)_ = 25.38, *p* < 0.0001). However, there was no significant effect of either genotype or p38α suppression across any of the groups (Fig 2B), indicating that even a substantial inhibition of microglial p38 in early disease stages does not worsen function.

**Fig 2:**
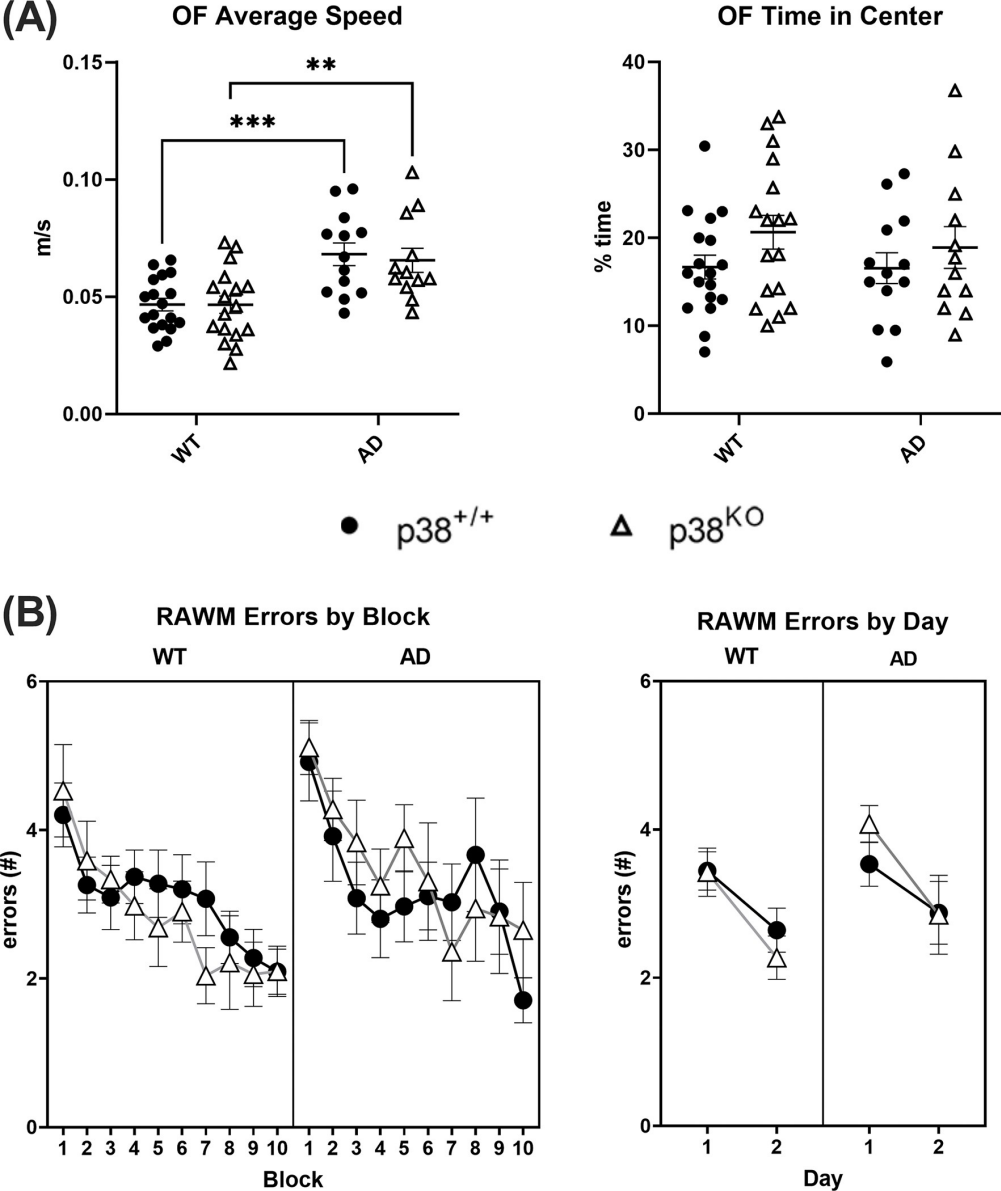
Behavioral assessment of WT and AD model mice. (A) Results of open-field (OF) testing in WT and AD animals (n = 12–18 per group). A main effect of genotype was detected on measures of speed (m/s), suggesting a hyperlocomotive phenotype in the AD animals (2-way ANOVA; *F*_(1,56)_ = 25.38, *p* ≤ 0.0001). This was unchanged in response to p38α KO (*p* ≥ 0.05). Time spent in the center of the field (%) was not altered by either genotype or p38α status (2-way ANOVA; *p* ≥ 0.05). Asterisks represent Šídák’s multiple comparisons pos-hoc tests (**p ≤ 0.01; ***p ≤ 0.001). (B) Results of radial arm water maze (RAWM) testing visualized across blocks (3 consecutive trials each) or averaged across days (n = 12–18 per group). All groups showed an improvement in performance over time indicated by a significant reduction in the # of errors (2-way ANOVA; *F*_(1,56)_ = 25.38, *p* ≤ 0.0001), although no effect of either genotype or p38α status was detected (*p* ≥ 0.05, respectively).

### Microglial p38α loss does not alter the disease-associated microglia (DAM) transcriptional signature nor alter proinflammatory cytokines

Microglia were isolated by flow cytometry and subjected to RNAseq analysis. 

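Genes of disease-associated microglia (DAM), the state that microglia take on near amyloid plaques, were higher in AD than in WT mice, with p38α and without it. Of 43 measured DAM genes, 24 rose in AD p38+/+ relative to WT p38+/+ mice (39 adjusted over the list alone) and 17 rose in AD p38KO relative to WT p38KO mice (37 adjusted over the list alone). None fell, and the median log2 fold changes were 1.19 and 1.03. Cst7, an inhibitor of lysosomal cathepsins, was 11.2 ± 2.38 CPM in WT p38+/+ and 212 ± 126 CPM in AD p38+/+ mice (SD, n = 4), a log2 fold change of 4.05 (standard error 0.296, adjusted p = 1.2e-06). Without p38α it was 10.9 ± 2.06 CPM in WT and 219.7 ± 59.5 CPM in AD mice (SD, n = 4), a log2 fold change of 4.24 (adjusted p = 5.6e-07). With p38α, AD mice also had more Clec7a, a receptor for fungal glucans (log2 fold change 3.21, adjusted p = 0.00674), more Lpl, a lipoprotein lipase (2.99, adjusted p = 0.00301), and more Axl, a receptor for the uptake of dying cells (2.77, adjusted p = 3.5e-04). Apoe, the main apolipoprotein of the brain, had a log2 fold change of 1.62 that did not pass (adjusted p = 0.107). It did pass in 4 of 31 other settings, among them without WT p38+/+ mouse 2 (adjusted p = 0.00916). Over both p38 genotypes Apoe was called (log2 fold change 1.32, adjusted p = 0.0199).

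Most genes of homeostatic microglia had slightly lower levels in AD mice. Of 35 measured, 30 had a negative log2 fold change in AD p38+/+ relative to WT p38+/+ mice (median -0.13), although none passed on its own (5 at an unadjusted p under 0.05 from limma, 1 adjusted over the list alone). Without p38α, 26 of the 35 were negative in AD relative to WT mice (median -0.12). Against all other genes, limma's camera test gave an adjusted p of 4.1e-82 for the DAM list and 1.3e-06 for the homeostatic list with p38α, and 1.2e-60 and 0.00314 without it. With an estimated correlation the DAM list passed in both comparisons (adjusted p = 0.00191 and 0.00747). The homeostatic list passed with p38α (adjusted p = 0.0350 with an estimated correlation) but not without it (adjusted p = 0.309 with an estimated correlation). Chance is not excluded for the homeostatic list with p38α, as 4 of the 35 ways of splitting these 8 libraries into groups of 4 gave a camera test as large. Several DAM genes also stand in Fig 3A, which was chosen on these samples. All cells were sorted on P2ry12, an ADP receptor of resting microglia, so microglia with little of it at their surface were not measured. This limit applies to every gene list compared here.

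Neither list passed between AD p38KO and AD p38+/+ mice. Of the 35 homeostatic genes, 19 were higher and 16 lower (median log2 fold change 0.017, camera adjusted p = 0.953), with 3 lower and 0 higher at an unadjusted p under 0.05 from limma, and 1, Cx3cr1, called lower. In the same comparison 17 of 43 DAM genes were higher and 26 lower, with a median log2 fold change of -0.04 (camera adjusted p = 0.953); none was called by limma, and 0 had an unadjusted p under 0.05. Without AD p38+/+ mouse 1, the DAM genes as a list were higher in AD p38KO mice (adjusted p = 0.00391). In WT mice 29 of the 43 were higher with the knockout (median 0.10, camera adjusted p = 0.0469), a call that did not hold with an estimated correlation (adjusted p = 0.704 with an estimated correlation), nor without WT p38+/+ mouse 1 (0.174), 2 (0.0698) or 3 (0.194), WT p38KO mouse 2 (0.354) or AD p38KO mouse 4 (0.0649). A test of whether the AD effect on the DAM genes differed between the p38 genotypes called none of the 43 when adjusted over the list alone (smallest adjusted p = 0.949; 1 at an unadjusted p under 0.05 from limma).

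**Figure D2:**
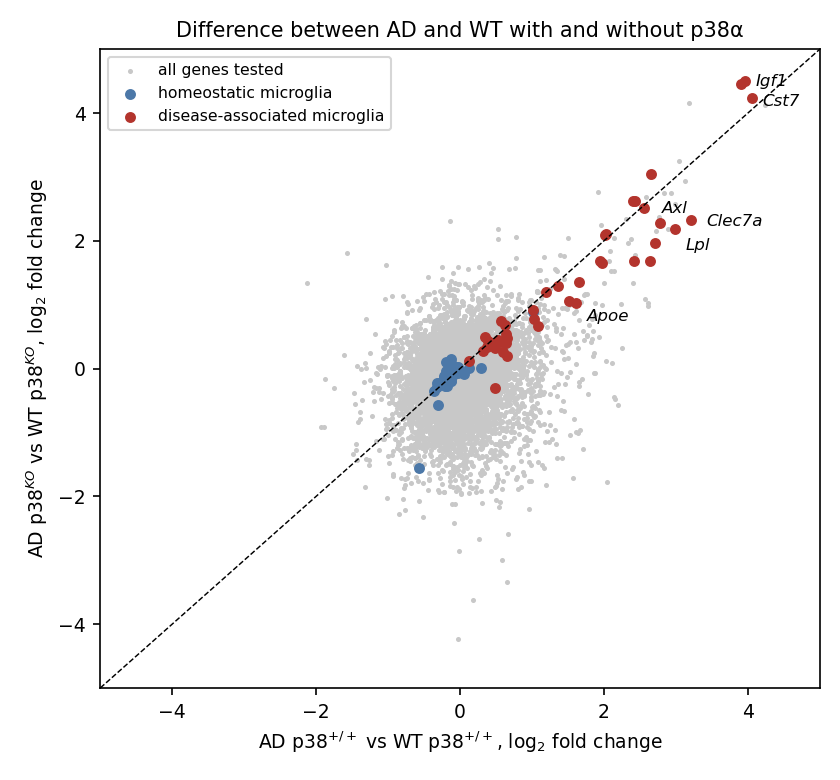
Log2 fold change of each of the 13912 genes tested between AD and WT mice, with p38α on the horizontal and without it on the vertical axis (4 mice per group). DAM genes are red and homeostatic genes blue, and the dashed line marks equal changes. Cst7 and Igf1 lie near 4 on both axes, with 4.05 and 4.24 for Cst7.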

Representative flow cytometry plots are shown in S1 Fig. As expected, analysis of RNAseq data from isolated microglia (n = 4 mice per group) showed that genomic profiles differed significantly between WT and AD animals (Fig 3A), although little to no effect of p38α KO on gene signatures associated with microglial activation or the DAM phenotype were detected. However, compared to AD p38^+/+^ mice, AD p38^KO^ animals had significant alterations in the expression of 7 genes, many of which are known to be involved with pathways relevant to AD-pathology (Fig 3B). Specifically, these genes have been associated with the regulation of immune responses and immune cell development (*Ifitm2*, *Csf2ra*, *Rtp4*) [36–38], tau folding and heat shock protein processes (*Cdc37l1*) [39, 40], and maintenance of neuronal function in the hippocampus (*Klf7*) [41]. 

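In AD p38KO relative to AD p38+/+ microglia, 7 genes changed at an adjusted p under 0.05 (1 higher, 6 lower): Cx3cr1, Lgi4, Mid1, H2ac6, H4f16, Gm20628 and Pcdhgc3. Cx3cr1, the receptor for fractalkine and the locus that carries CreERT2 in p38KO mice, fell by 1.08 on the log2 scale (standard error 0.0928, adjusted p = 1.6e-05). Lgi4, a secreted protein known from myelinating glia of peripheral nerves, was 2.92 ± 1.45 CPM in AD p38+/+ and 21.8 ± 4.61 CPM in AD p38KO mice (SD, n = 4), a log2 fold change of 2.77 (standard error 0.343, adjusted p = 0.00177). Mid1, a ubiquitin ligase bound to microtubules and encoded on chromosome X, was 56.8 ± 9.41 and 14.5 ± 2.01 CPM in these groups (SD, n = 4), a log2 fold change of -1.93 (standard error 0.287, adjusted p = 0.0144). The histone genes H2ac6 (log2 fold change -3.42, adjusted p = 0.0196) and H4f16 (-2.25, adjusted p = 0.0497) were lower; histone genes have near-identical copies, so reads assigned to a single copy are uncertain. Gm20628, a noncoding RNA gene on chromosome 3, was also lower (log2 fold change -2.37, adjusted p = 0.0427), with the limit that the strand used in counting is not stated. Pcdhgc3, a protocadherin that shares its constant exons with the other genes of the γ cluster, lay between 1.19 and 3.40 CPM in AD p38+/+ and was listed at 0 in the 4 AD p38KO libraries (adjusted p = 0.0497).

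All 4 AD p38KO libraries also had fewer genes detected than any other library. At an unadjusted p under 0.05 there were 972 of 13912 genes. In 465 genes (3.34%) the AD p38KO and AD p38+/+ mice did not overlap, against 2.86% by chance. Cx3cr1 and Lgi4 were called with any single library left out. Mid1 was not called without AD p38+/+ mouse 1 (adjusted p = 0.0995) or mouse 3 (0.0795), and H2ac6 was not without any single AD p38+/+ mouse (0.122, 0.0920, 0.0795 and 0.0618 for mice 1 to 4) or AD p38KO mouse 1 (0.0682). Gm20628 kept its call without WT p38+/+ mouse 4, WT p38KO mouse 1 or 4 or AD p38KO mouse 2 or 3, and lost it without any of the other 11 libraries (adjusted p of 0.0528 to 0.227). Pcdhgc3 lost its call without any library (0.0545 to 0.266) except WT p38+/+ mouse 4 and AD p38+/+ mouse 4, and H4f16 without any library (0.0526 to 0.245) except WT p38KO mouse 4 and AD p38KO mouse 2. Counts were 2 without AD p38+/+ mouse 1 or 3, 3 without AD p38+/+ mouse 2, and 4 without WT p38+/+ mouse 1, 2 or 3, WT p38KO mouse 2 or 3, AD p38+/+ mouse 4 or AD p38KO mouse 1. Without AD p38KO mice 1 and 4, left out together after the data were seen because they stand apart, 2 genes changed, and Lgi4 was not called (adjusted p = 0.0661).

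**Figure D3:**
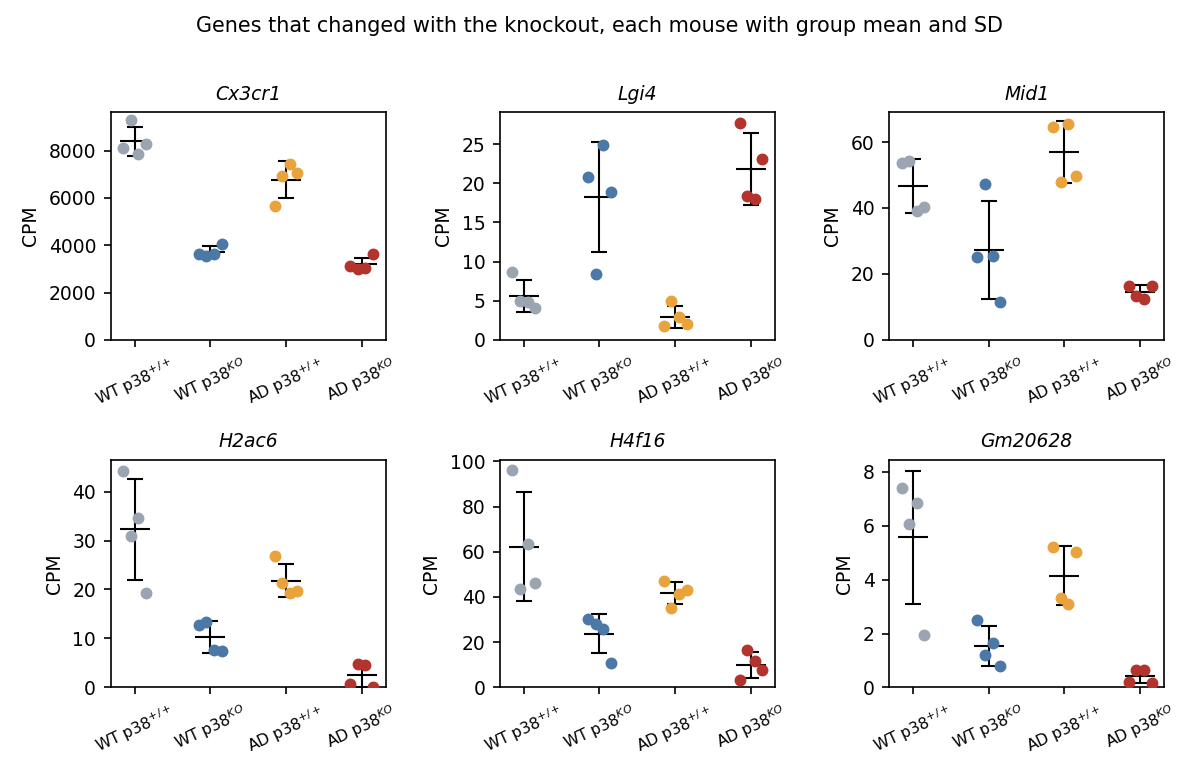
CPM of 6 genes that changed with the knockout in each of the 16 libraries. Points are mice, and bars are the group mean and SD (n = 4). For Lgi4, the AD p38KO mice lie between 18.0 and 27.7 CPM and the AD p38+/+ mice between 1.80 and 4.96 CPM.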

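All 7 genes were measured in sorted microglia. On GRCm38, the immune genes lie on different chromosomes: Ifitm2 on chromosome 7 from 140954837 to 140955987, Csf2ra on chromosome 19 from 61223957 to 61228429, and Rtp4 on chromosome 16 from 23520291 to 23614222. Cdc37l1 lies on chromosome 19 from 28990352 to 29026681, and Klf7 on chromosome 1 from 64029447 to 64122282. The remaining genes are N4bp2, on chromosome 5 from 65763521 to 65830108, and Tmc7, on chromosome 7 from 118535841 to 118584736. Over the 16 libraries Ifitm2 lay between 1.44 and 12.4 CPM, and Csf2ra reached the highest value of the 7, 95.1 CPM.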

Compared to WT animals, levels of *Klf7*, *Cdc37l1*, *Rtp4*, and *N4bp2* were upregulated in the AD p38^+/+^ group, while *Ifitm2*, *Tmc7*, and *Csf2ra* were reduced. 

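Ifitm2, an interferon-induced membrane protein that restricts virus entry, and Csf2ra, the α chain of the receptor for granulocyte-macrophage colony-stimulating factor, rose in AD p38+/+ relative to WT p38+/+ microglia. Ifitm2 was 1.85 ± 0.396 CPM in WT p38+/+ and 7.60 ± 3.26 CPM in AD p38+/+ mice (SD, n = 4), a log2 fold change of 1.73 (standard error 0.311, limma adjusted p = 0.0160). Csf2ra was 48.9 ± 11.4 and 84.8 ± 8.62 CPM (SD, n = 4), a log2 fold change of 0.81 (standard error 0.164, adjusted p = 0.0374). The other 5 genes did not pass the test over all genes in this comparison. Rtp4, a chaperone induced by interferon, was 15.8 ± 4.61 CPM in WT p38+/+ and 34.5 ± 14.2 CPM in AD p38+/+ mice (log2 fold change 1.07, adjusted p = 0.269). Klf7, a Krüppel-like transcription factor, was 47.4 ± 7.65 and 27.1 ± 0.751 CPM (-0.78, adjusted p = 0.0618). Cdc37l1, a partner of the chaperone Hsp90, was 50.1 ± 6.80 and 33.3 ± 5.78 CPM (-0.59, adjusted p = 0.207). Tmc7, a transmembrane channel-like protein, was 45.1 ± 7.15 and 28.1 ± 4.95 CPM (-0.68, adjusted p = 0.224). N4bp2, a polynucleotide kinase, was 12.9 ± 7.52 and 4.70 ± 1.82 CPM (-1.25, adjusted p = 0.280). Over both p38 genotypes, Rtp4 (log2 fold change 1.14, adjusted p = 0.0104) and Tmc7 (-0.61, adjusted p = 0.0258) did pass in AD relative to WT mice. Klf7, Cdc37l1 and N4bp2 did not pass there either.

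All 7 passed when adjusted over the list alone (largest adjusted p = 0.00302), which is not independent evidence because the study chose these genes on the same samples. The groups did not overlap for 6 of them (exact permutation test, p = 0.0286), while those of N4bp2 did (p = 0.0857). The call of Ifitm2 ended in 4 of 31 settings, among them without WT p38+/+ mouse 3 (adjusted p = 0.0671), WT p38+/+ mouse 4 (0.0516) or AD p38+/+ mouse 1 (0.0976). That of Csf2ra ended without any of 9 single libraries: WT p38+/+ mouse 1 (0.112) or 4 (0.112), WT p38KO mouse 1 (0.0527) or 4 (0.0520), AD p38+/+ mouse 1 (0.192), 2 (0.0967), 3 (0.0582) or 4 (0.0929), and AD p38KO mouse 2 (0.0535). Klf7 was called lower without AD p38KO mouse 2 (adjusted p = 0.0210) or 4 (0.0230).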

Suppression of p38α in AD mice shifted the expression of 5 of these genes (*Iifitm2*, *Csf2ra*, *Klf7*, *Cdc37l1*, and *N4bp2*) to levels similar to those seen in WT animals, but enhanced the AD-associated changes in *Rtp4* and *Tmc7*, suggesting differential effects of p38α inhibition across genes. 

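In AD p38KO microglia, 5 of the 7 genes lay toward the level of WT p38+/+ mice and 2 lay further from it, but none passed the test over all genes (limma; 6 at an unadjusted p under 0.05). Ifitm2 was 4.70 ± 0.896 CPM and Csf2ra 64.4 ± 6.51 CPM (SD, n = 4), log2 fold changes of -0.58 (standard error 0.311, adjusted p = 0.752) and -0.40 (standard error 0.164, adjusted p = 0.682) relative to AD p38+/+ mice. Klf7 was 38.9 ± 10.5 CPM, Cdc37l1 42.1 ± 3.99 CPM and N4bp2 9.99 ± 1.38 CPM (SD, n = 4), log2 fold changes of 0.47 (adjusted p = 0.640), 0.35 (adjusted p = 0.708) and 1.08 (adjusted p = 0.572). Rtp4 was 52.9 ± 11.7 CPM and Tmc7 19.2 ± 4.10 CPM (SD, n = 4), log2 fold changes of 0.66 (adjusted p = 0.708) and -0.55 (adjusted p = 0.575). Adjusted over the list alone, 4 passed (Csf2ra, Klf7, N4bp2 and Tmc7), which again is not independent evidence.

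The difference between AD and WT mice and the difference made by the knockout share the AD p38+/+ libraries, so chance values in those libraries enter both with opposite signs. Across the 13912 genes, the log2 fold changes of both comparisons had a correlation of -0.22. Libraries simulated with no knockout effect gave -0.36 (range -0.39 to -0.33 in 100 simulations). The observed value lay outside that range, and how well the simulation describes these libraries was not tested. It therefore shows that shared libraries can give a negative correlation, but is no exact reference for its size. When the AD p38+/+ libraries were split between the comparisons in 6 ways, the correlation across all genes averaged 0.04. In each way 5 of the 7 genes had opposite signs, which is no evidence because the study chose them on these samples. Genes are not independent replicates. From these shifts, the paper proposes that p38α inhibition affects different genes in different ways.

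**Figure D4:**
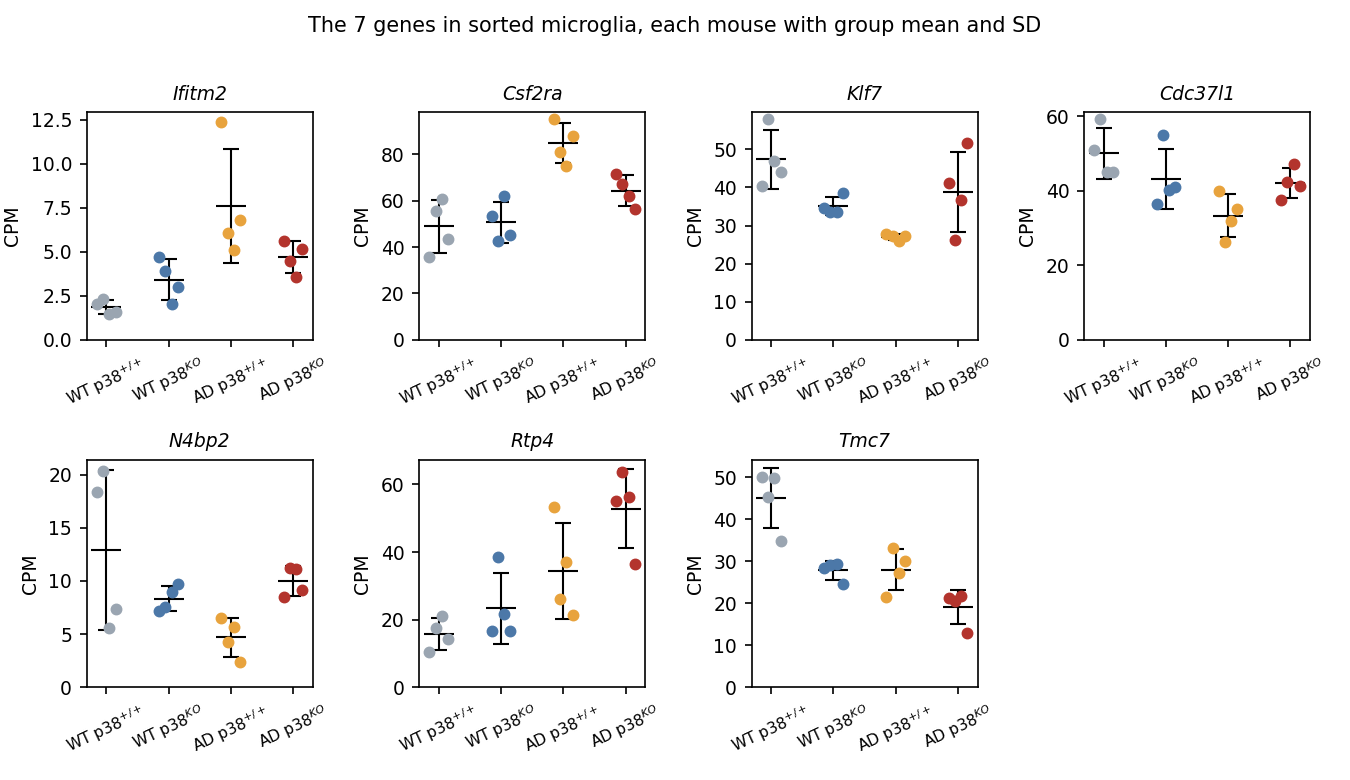
CPM of the 7 genes in each of the 16 libraries. Points are mice, and bars are the group mean and SD (n = 4). Csf2ra lies between 56.6 and 71.6 CPM in AD p38KO mice and between 75.1 and 95.1 CPM in AD p38+/+ mice.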

To assess the impact of these transcriptional changes on the overall neuroinflammatory milieu, levels of the proinflammatory cytokines IFNγ, IL-10, IL-1β, IL-2, IL-5, IL-6, KC/GRO, and TNFα were measured in dissected hippocampus and overlying cortical regions from WT and AD mice (n = 6–13 per group). In the cortex, IL-1β and KC/GRO were found to be significantly elevated by genotype (2-way ANOVA; *F*_(1,35)_ = 12.93, *p* = 0.001 and *F*_(1,36)_ = 38.79, *p* < 0.0001, respectively), while in the hippocampus, only IL-1β was increased (*F*_(1,35)_ = 5.99, *p* = 0.020) (Fig 3C). Suppression of microglial p38α had no effect on any of the cytokines tested (*p* > 0.05).

**Fig 3:**
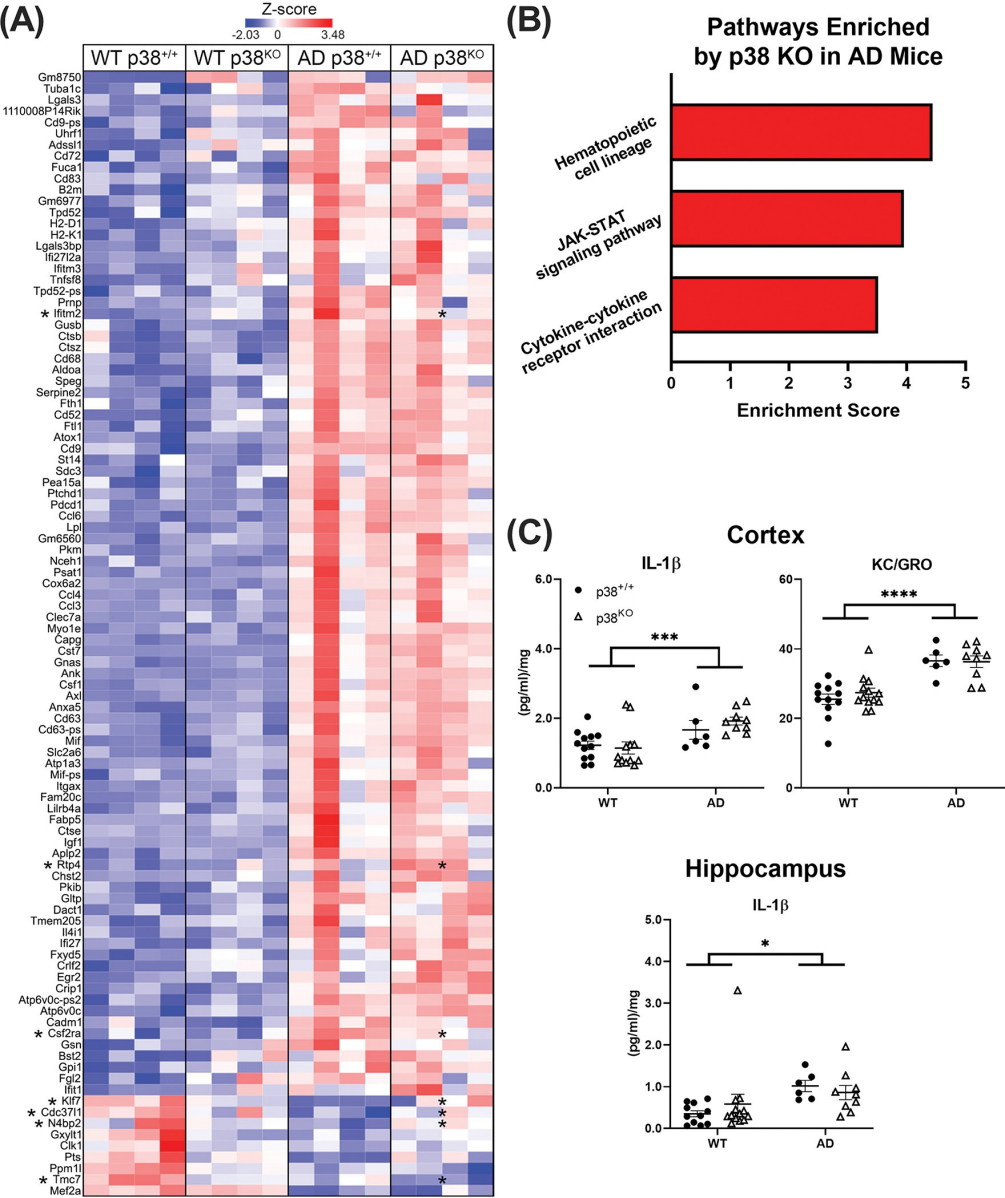
RNAseq analysis and MSD ELISA of proinflammatory cytokines in WT and AD mice. (A) RNAseq data obtained from isolated microglia (n = 4 mice/group). Analysis of more than 3,000 genes revealed 100 that were affected by genotype (DESeq2 with default settings; FDR corrected *p* ≤ 0.05). Of these, 7 were significantly altered by p38α suppression in the AD group (*Ifitm2*, *Rtp4*, *Csf2ra*, *Klf7*, *Cdc37l1*, *N4bp2*, and *Tmc7*). Significance between AD p38^+/+^ and AD p38^KO^ is indicated by asterisks (*). (B) Further analysis showed that KO of microglial p38α in AD mice was associated with a significant enrichment in pathways mediating hematopoietic stem cell development, JAK-STAT signaling, and cytokine-cytokine receptor interactions (KEGG pathway analysis; *p* ≤ 0.05). (C) Levels of the proinflammatory cytokines IFNγ, IL-10, IL-1β, IL-2, IL-5, IL-6, KC/GRO, and TNFα were measured in the cortex and hippocampus of WT and AD mice (n = 6–13 per group). Only IL-1β and KC/GRO were significantly altered by genotype, and the latter only in the cortex (2-way ANOVAs; IL-1β cortex–*F*_(1,35)_ = 12.93, *p* = 0.001, hippocampus–*F*_(1,35)_ = 5.99, *p* = 0.020; KC/GRO cortex–*F*_(1,36)_ = 38.79, *p* ≤ 0.0001). Microglial KO of p38α did not affect any of the cytokines tested here (*p* ≥ 0.05). Data represent means ± SEM. *p ≤ 0.05; ***p ≤ 0.001; ****p ≤ 0.0001.

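Of the 13912 genes tested, 50 rose and 0 fell in AD p38+/+ relative to WT p38+/+ microglia (limma; 989 genes in either direction at an unadjusted p under 0.05). They included Mamdc2, which encodes a MAM domain protein (log2 fold change 4.24, adjusted p = 4.4e-04), Baiap2l2, an adaptor of membranes and actin (3.91, adjusted p = 1.0e-04), Ank, a transporter of pyrophosphate (2.43, adjusted p = 4.7e-05), and the chemokine Ccl6 (1.65, adjusted p = 1.0e-04). With any single library left out, these 4 kept their calls. Baiap2l2 lost its call in 1 other setting (adjusted p = 0.532). In AD p38KO relative to WT p38KO mice 34 genes rose and 11 fell (38 and 6 with quantile scaling). Igf1, a growth factor, had a log2 fold change of 4.50 there (adjusted p = 0.00115) and 3.96 with p38α (adjusted p = 0.00406). With p38α, Igf1 lost its call in 1 of 31 settings (adjusted p = 0.0600). Cd93, a receptor known for the uptake of dying cells, was among those that fell (log2 fold change -2.03, adjusted p = 0.00950). It lost its call in 4 of 30 settings (adjusted p up to 0.186). In settings other than single libraries left out, its log2 fold change ranged from -9.09 to -1.39, so its size is uncertain. Fewer genes were detected in all 4 AD p38KO libraries than in any other library. Whether this bears on the falls was not tested. Over both p38 genotypes, 129 genes were higher and 14 lower in AD mice.

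All 50 genes called with p38α had the same direction without it; 29 were called in both, and 49 had an unadjusted p under 0.05 without p38α. The log2 fold changes with and without p38α had a correlation of 0.943 across these 50 genes, which were selected for a large AD effect, and of 0.288 across all 13912 genes, 8141 of which had the same direction. In the main fit, no gene passed the test of whether the AD effect differed between p38 genotypes (limma, 0 genes, smallest adjusted p = 0.238; 546 at an unadjusted p under 0.05). Pcdhgc3 passed when WT p38+/+ mouse 4 was left out (adjusted p = 0.00866), 2 genes passed with 0.0001 CPM added and 4 without a filter. AD and WT mice did not overlap in 727 genes (5.23%) with p38α and in 686 (4.93%) without it, against 2.86% by chance.

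With p38α, the count was 25 without AD p38+/+ mouse 1, 28 without AD p38+/+ mouse 2 and 29 without WT p38+/+ mouse 3. Without p38α, it was 28, 26 and 22 without WT p38KO mouse 1, 3 and 4, 24 without AD p38KO mouse 1, and 20 without AD p38KO mice 1 and 4 together, an alternative chosen after the data were seen. The count over both p38 genotypes was 95 without AD p38+/+ mouse 1.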

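For 5 of the 7 genes, the knockout's log2 fold change had opposite signs in AD and WT mice. In WT p38KO relative to WT p38+/+ mice the log2 fold changes were 0.70 for Ifitm2, -0.22 for Cdc37l1, -0.42 for Klf7 and -0.42 for N4bp2, each opposite to the sign in AD mice. For Csf2ra it was 0.07 in WT mice, where WT p38KO mice had 50.8 ± 8.82 CPM (SD, n = 4); it became -0.0706 without WT p38+/+ mouse 1 and -0.0333 without WT p38KO mouse 3. Tmc7 was lower in both backgrounds, with a log2 fold change of -0.67 in WT mice, and Rtp4 had 0.51. Adjusted over the list alone, the difference between both knockout effects passed for Klf7 (0.89, adjusted p = 0.0131), N4bp2 (adjusted p = 0.0225), Ifitm2 (-1.28, adjusted p = 0.0225) and Cdc37l1 (0.57, adjusted p = 0.0380), which is not independent evidence for genes chosen on these samples; over all genes none passed in the limma test (adjusted p = 1.00 for each). In WT mice, Tmc7 was the single gene of the 7 that passed adjusted over the list alone (adjusted p = 0.0142).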

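As a whole, none of the 3 pathway lists passed in AD p38KO relative to AD p38+/+ microglia. Cytokine and chemokine receptors held the single called gene, Cx3cr1. Of 44 measured genes of the hematopoietic cell lineage, 17 were higher and 27 lower (median log2 fold change -0.07). None was called by limma, and 3 had an unadjusted p under 0.05, all of them lower. Among them was Flt3, a receptor of blood cell progenitors (log2 fold change -1.30, adjusted p = 0.610). Of 86 genes of JAK-STAT signaling, 43 were higher and 43 lower (median 0.004). None was called, and 7 had an unadjusted p under 0.05 (3 higher, 4 lower). These included Crebbp, a transcriptional coactivator (0.36, adjusted p = 0.648), and Cish, an inhibitor of cytokine signaling (-1.42, adjusted p = 0.664). Of 100 genes of cytokine-cytokine receptor interaction, 40 were higher and 60 lower (median -0.07). Of these, 10 had an unadjusted p under 0.05 (2 higher, 8 lower), and 2 were lower adjusted over the list alone, Cx3cr1 among them. Limma's camera test gave an adjusted p of 0.634 for each of the 3 lists (adjusted p = 0.977 with an estimated correlation). The lists were written from general knowledge of the KEGG pathways and are incomplete.

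In AD p38+/+ relative to WT p38+/+ mice, 3 genes of the hematopoietic list rose (6 adjusted over the list alone): Csf1, the growth factor of microglia (log2 fold change 2.02, adjusted p = 0.00511), Cd9, a tetraspanin (0.64, adjusted p = 0.00974), and Csf2ra. The list passed camera's test (adjusted p = 2.7e-04; adjusted p = 0.00813 with an estimated correlation). Of the cytokine-receptor list 5 rose (8 higher and 1 lower adjusted over the list alone), with a camera adjusted p of 0.0447 (adjusted p = 0.106 with an estimated correlation), and of the JAK-STAT list 1 rose (2 adjusted over the list alone; 5 at an unadjusted p under 0.05 in either direction; camera adjusted p = 0.308).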

### Suppression of microglial p38α alters aspects of amyloid deposition in the hippocampus

To characterize the impact of microglial p38α loss on amyloid deposition in AD mice (n = 6–9 per group), levels of soluble Aβ40 and Aβ42 ([pg/ml]/mg), Aβ42/40 ratios, overall plaque burden (6E10+ % area), and plaque numbers (6E10+ objects/mm^2^), were measured in cortical and hippocampal regions using MSD ELISA and immunohistochemistry (Fig 4). Consistent with our previous studies [21, 23], microglial p38α loss did not alter cortical levels of soluble Aβ42 (p38^+/+^ mean = 1777 ± 160.8 (pg/ml)/mg, p38^KO^ mean = 1948 ± 523.4 (pg/ml)/mg; Mann-Whitney *U* Test; *U*_(24)_, *p* ≥ 0.05) or Aβ40 (p38^+/+^ mean = 5818 ± 207.6 (pg/ml)/mg, p38^KO^ mean = 5547 ± 365.5 (pg/ml)/mg; Student’s *t*-Test; *t*_(0.56)_, *p* ≥ 0.05), nor cortical plaque burden (p38^+/+^ mean = 0.283 ± 0.031% area, p38^KO^ mean = 0.334 ± 0.025% area; Student’s *t*-Test; *t*_(1.30)_, *p* ≥ 0.05). However, in the hippocampus, a significant increase in soluble Aβ42 (Mann Whitney *U* Test; *p* = 0.036) and Aβ42/40 ratios (Student’s *t*-Test; *p* = 0.014) were detected in AD p38^KO^ animals compared to AD p38^+/+^, suggesting that suppression of p38α may alter some aspects of amyloid deposition in this region (Fig 4A and 4B). Analysis of overall plaque burden and plaque number in the hippocampus showed no change in response to p38α KO in this model (Student’s *t*-Tests; *p* > 0.05; Fig 4C–4E). However, to further probe potential alterations in plaque morphology, the plaque size frequency distributions were compared in AD animals [42]. Results revealed a significant, though modest, shift in the size distribution of 6E10+ plaques between groups (Kolmogorov-Smirnov test; *p* = 0.049), with AD p38^KO^ mice having larger plaques (median = 88.22 μm^2^) compared to AD p38^+/+^ animals (median = 82.39 μm^2^) (Fig 4F). Together, these data suggest a potential effect of p38α loss on microglial uptake or deposition of Aβ, which we assessed directly via confocal imaging.

**Fig 4:**
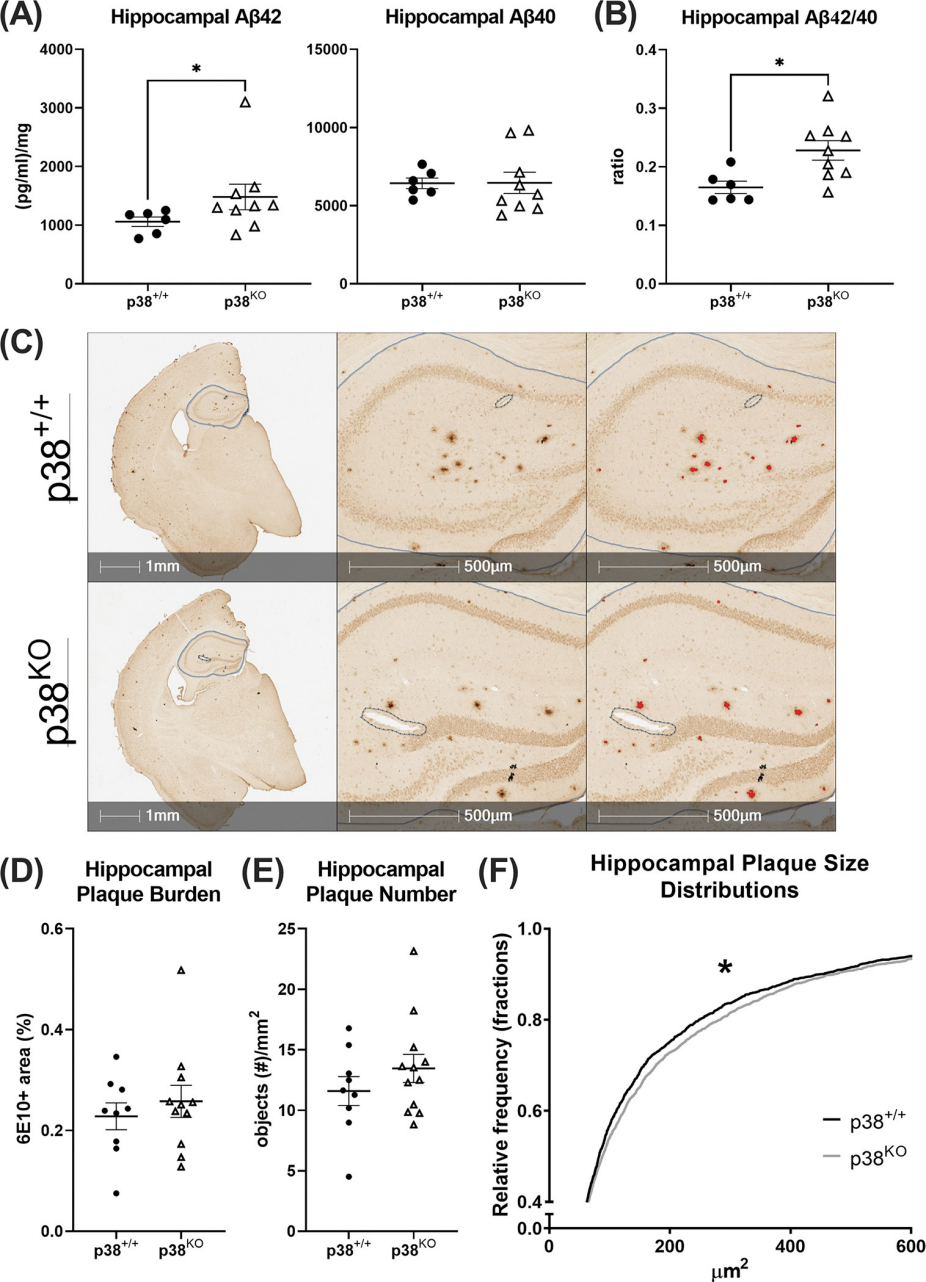
Amyloid-related measures in AD mice using MSD ELISA and immunohistochemical techniques. (A, B) The hippocampus was isolated from the left hemisphere of AD mice and homogenized for assessment of soluble Aβ40 and Aβ42 using MSD ELISA (n = 6–9 per group). While Aβ40 levels did not differ between groups (Student’s *t*-Tests; *p* ≥ 0.05), both soluble Aβ42 (Mann-Whitney *U* Test; *p* = 0.036) and Aβ42/40 ratios (Student’s *t*-test; *p* = 0.014) were significantly increased in the AD p38^KO^ group. (C) Representative image of tissue sections stained for amyloid (6E10) and analyzed using HALO imaging software (n = 9–11 per group). For each section, the hippocampus was manually outlined by a blinded investigator using HALO software (left panel, solid blue line). Regions of exclusion (dotted blue line) were drawn around debris, such as hair or fuzz, and around any torn areas of tissue in order to remove these regions from the analysis. The analysis algorithm was then manually thresholded for signal intensity and object size to ensure that only clear, distinct 6E10+ plaques were included (right panel, red overlays). (D-F) Objects were then quantified to obtain measures of hippocampal plaque burden (6E10+ % area), number (objects/mm^2^), and plaque size distributions (fractions). Analysis revealed a modest, but significant, effect of microglial p38α suppression on the size distribution of 6E10+ plaques between groups (Kolmogorov-Smirnov test; *p* = 0.049), with AD p38^KO^ mice having larger plaques (median = 88.22 μm^2^) compared to AD p38^+/+^ animals (median = 82.39 μm^2^). Measures of plaque burden and plaque number did not differ between groups (Student’s *t*-Test; *p* ≥ 0.05, respectively). Data represent means ± SEM. *p ≤ 0.05.

### Suppression of microglial p38α significantly reduces amyloid colocalization to Iba1+ objects

The effect of p38α loss on microglial number and morphology was assessed in AD mice (n = 10 per group) using immunofluorescent techniques in combination with high-resolution confocal microscopy (Fig 5). Assessment of overall microglial numbers in the hippocampus (Iba1+ objects/mm^2^) showed no difference between p38^+/+^ and p38^KO^ groups (Student’s *t*-Test; *p* > 0.05; Fig 5B). To better characterize microglia-plaque dynamics, the analysis was then restricted to include only microglia residing within 15 μm [23] of their respective plaque (Fig 5A, inset). Analysis of these plaque-associated microglia showed no change in cell number following KO of p38α (Student’s *t*-Test; *p* > 0.05; Fig 5C). However, comparison of Iba1 and 6E10 colocalization in this subset of microglia revealed nearly a 2-fold reduction in 6E10+ amyloid volume (μm^3^) in the p38^KO^ group compared to p38^+/+^ animals (Student’s *t*-Test; *p* = 0.011), indicating a potential reduction in microglial uptake of Aβ (Fig 5D).

**Fig 5:**
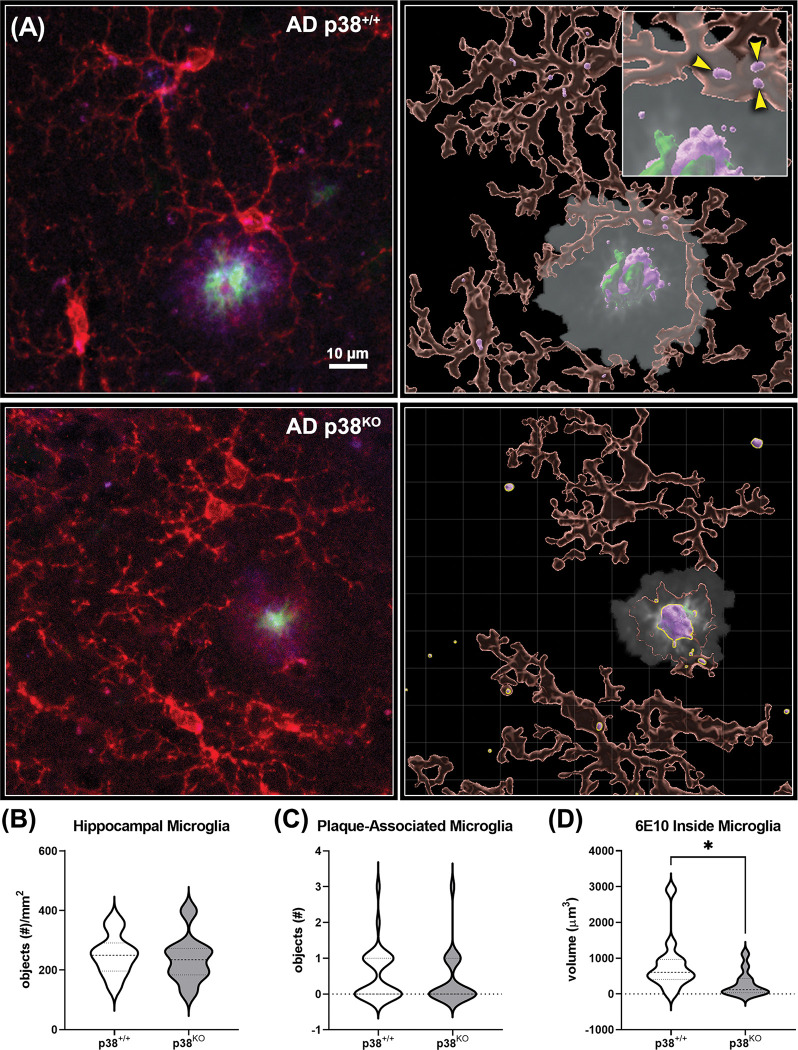
Microglia-plaque dynamics measured in the hippocampus of p38^+/+^ and p38^KO^ AD mice. (A) Left panels: Representative images of tissue sections probed for microglia (Iba1: TxRed [red]), fibrillar amyloid deposits (Thioflavin S: FITC [green]), and Aβ peptides (6E10: Cy5 [purple]) obtained on a Nikon confocal microscope. Z-stack images across 18 μm were obtained for each plaque of interest and post-processed using NIS-Elements software (n = 10 animals per group, 20 plaques per animal). Right panels: Images were imported into Imaris software, where individual surface objects were detected using built-in algorithms manually thresholded for signal intensity and object size. For analysis of plaque-associated microglia, a region of interest restricting measures to only those cells residing within 15 μm of the plaque was applied to each image (white semi-translucent region). Right inset: Close up of an Imaris reconstruction showing a plaque-associated microglial cell. Aβ peptides (purple objects) contained within the cell body are indicated by yellow arrows. (B) Prior to analysis of plaque-associated microglia, overall Iba1 positive objects in the hippocampus were obtained for each section (n = 8–10 per group). No change was detected between groups (Student’s *t*-Test; *p* ≥ 0.05). (C, D) The number of microglia residing within 15 μm of the plaques did not change in response to p38α suppression (Student’s *t*-Test; *p* ≥ 0.05). However, quantification of Aβ volume (μm^3^) in plaque-associated microglia revealed a significant decrease in AD p38^KO^ mice compared to p38^+/+^ animals (Student’s *t*-Test; *p* = 0.011), suggesting that p38α suppression may potentially affect microglia-plaque dynamics and/or phagocytic processes in this region. Data represent means ± SEM. *p ≤ 0.05.

## Discussion

In this study, we tested the effects of early and chronic microglial p38α suppression on cognitive performance, neuroinflammatory processes, and amyloid pathology in WT and APP/PS1 AD model mice. Although AD mice exhibited the expected hyperlocomotive phenotype during OF testing, spatial memory performance was not significantly different between WT and AD p38^+/+^ groups at the age tested, indicating (a) that we are modeling a pre-clinical phase of the disease wherein overall cognitive function is unimpaired despite the presence of amyloid pathology [43], and (b) substantial loss of microglial p38α signaling is not detrimental to at least this type of spatial memory. We further report that this lack of effect on functional measures is mirrored by non-detectable or only subtle effects on neuropathological markers. Although p38α loss was associated with microglial transcriptional alterations, there was no change in overall proinflammatory protein levels, microglial number, or plaque numbers. Interestingly, however, this manipulation was associated with a modest but significant increase in amyloid burden in the hippocampus. Specifically, microglial KO of p38α was associated with a shift in the median plaque size as well as with elevated levels of soluble Aβ42 and Aβ42/40 ratios (Fig 4). While the reduction in soluble Aβ42 without a concurrent change in Aβ40 is somewhat surprising (Fig 4C), some evidence has shown that microglial clearance mechanisms and degradation rates differ slightly between these peptides [44]. Further, loss of microglial p38α in AD mice was associated with significant reductions in the amount of amyloid co-localized within Iba1-postive cells <15 μm from a plaque (Fig 5D), which might represent changes in amyloid clearance mechanisms in these cells [45].

Although an exploration of the specific mechanisms underlying these observations is beyond the scope of the present study, it is worth following up in future investigations. Indeed, work has shown that modulation of p38 and downstream signaling effectors may alter microglia-plaque interactions and/or amyloid clearance, albeit in varying ways [46, 47]. For example, in 5xFAD mice, p38 inhibition reduced Aβ deposits and increased microglial phagocytic receptors [48]. In human peripheral blood monocytes, inhibition of p38 activation ameliorated the effects of Aβ-induced oxidative stress and cytotoxicity [49]. Similarly, in microglial cell culture models (HMC3 and BV-2 cells), acute administration of the p38 inhibitor BIRB was associated with significant reductions in Aβ phagocytosis [4]. However, another study performed in BV2 cells reported opposing results, with p38 suppression leading to increased, rather than decreased, phagocytosis of Aβ [50]. In our lab, we recently reported that *in vivo* administration of the p38α-specific inhibitor MW150 to APP/PS1 mice did not alter overall amyloid burden or colocalization of 6E10 and Iba1-positive microglia in the cortex, suggesting no effect on amyloid phagocytosis, though this manipulation did significantly increase the number of microglia residing in close proximity (<15 μm) to plaques (plaque-associated microglia) [23]. This latter effect on microglial recruitment was also detected in a recent study performed in p38α-deficient APP/PS1 mice, which reported a similar increase in the number of microglia surrounding Aβ deposits along with a decrease in overall Aβ deposition in the hippocampus [51], further supporting the role of p38 signaling in mediating microglia-plaque dynamics. Given these previous findings alongside the more subtle effects found in our current model, it may be that the effects of microglial p38 modulation on amyloid burden only become apparent at more advanced stages of disease.

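Of 74 measured genes of phagocytosis and amyloid clearance, 35 were higher and 39 lower in AD p38KO than in AD p38+/+ microglia, with a median log2 fold change near 0 (-0.003). None was called by limma; 5 had an unadjusted p under 0.05, and 1, Cd93, was lower adjusted over the list alone. Cd93 was 1.03 ± 0.418 CPM in AD p38+/+ and 0.0526 ± 0.0656 CPM in AD p38KO mice (SD, n = 4), with a fitted log2 fold change of -1.44 (adjusted p = 0.235). C3ar1, the receptor of complement fragment C3a, had -0.21 (adjusted p = 0.664), and Tfeb, a regulator of lysosome genes, 0.41 (adjusted p = 0.682). The list as a whole did not pass (camera adjusted p = 0.953).

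Between AD and WT mice the same list did move. In AD p38+/+ relative to WT p38+/+ mice 4 genes rose (8 adjusted over the list alone): Axl, Clec7a, Itgax, an integrin chain that pairs with CD18 (log2 fold change 2.70, standard error 0.445, adjusted p = 0.00785), and Cd68, a lysosomal protein of phagocytes (0.42, standard error 0.0873, adjusted p = 0.0403). The median was 0.05, and camera's adjusted p was 0.0227 (adjusted p = 0.0350 with an estimated correlation), which became 0.0737 without AD p38+/+ mouse 2. Cd68 lost its call without WT p38+/+ mouse 1 (adjusted p = 0.131), 3 (0.122) or 4 (0.0862), WT p38KO mouse 3 (0.0591) or 4 (0.0619), AD p38+/+ mouse 1 (0.208), 2 (0.155), 3 (0.0506) or 4 (0.0635), or AD p38KO mouse 2 (0.0612). In AD p38KO relative to WT p38KO mice 1 gene of the list rose and 1 fell (6 and 1 adjusted over the list alone; camera adjusted p = 0.0427; adjusted p = 0.0669 with an estimated correlation).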

RNAseq analysis did not identify changes in any genes known to mediate phagocytic processes or amyloid clearance mechanisms in this cell-type (potentially due to a lack of enrichment for specifically plaque-associated microglia), although we did find an association between loss of microglial p38α and altered expression of a small number of genes in AD mice (Fig 3A and 3B). Specifically, p38^KO^ in AD mice resulted in changes in pathways associated with hematopoietic cell lineage, JAK-STAT signaling, and with cytokine-cytokine receptor interactions, even though no effect of microglial p38α KO was detected on proinflammatory cytokine levels (S2 Fig). 

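Transcripts of the inflammatory cytokines that are listed were scarce in sorted microglia, and none of Il1b, Tnf and Il6 was called with the knockout. Il1b was 5.39 ± 2.44 CPM in AD p38+/+ and 2.85 ± 1.27 CPM in AD p38KO mice (SD, n = 4), a log2 fold change of -0.81 (limma adjusted p = 0.780). Tnf was 4.09 ± 1.71 and 1.48 ± 0.769 CPM (SD, n = 4), a log2 fold change of -1.20 (adjusted p = 0.780). Il6 was 11.6 ± 2.53 and 12.6 ± 0.961 CPM (SD, n = 4; exact permutation test, p = 0.600). Il2, Il4 and Il12b were under 1 CPM in each library and were not tested, and Ifng, Il5, Il10 and Cxcl1 are not listed in the deposited table. At 1 CPM, a library held between 12.3 and 16.4 reads.

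Of 38 measured genes of cytokines and inflammation, 18 were higher and 20 lower in AD p38KO than in AD p38+/+ mice (median log2 fold change -0.02, while the test pointed upward; camera adjusted p = 0.953). None was called by limma, and 2 had an unadjusted p under 0.05: Ebi3, a subunit of interleukin-27 (-0.75, adjusted p = 0.363), and the inflammasome adaptor Pycard. Between AD p38+/+ and WT p38+/+ mice 3 rose (5 adjusted over the list alone): Csf1 and the chemokines Ccl3 (2.56, adjusted p = 0.0378) and Ccl4 (2.02, adjusted p = 0.0347). The list passed (camera adjusted p = 0.00183; adjusted p = 0.0477 with an estimated correlation). Ccl3 lost its call without WT p38+/+ mouse 1 (adjusted p = 0.129), 3 (0.152) or 4 (0.0951), WT p38KO mouse 3 (0.0558) or 4 (0.0554), AD p38+/+ mouse 1 (0.207), 2 (0.113) or 3 (0.0971), or AD p38KO mouse 2 (0.0544). Ccl4 lost it without WT p38+/+ mouse 1 (0.111), 3 (0.0982) or 4 (0.0964), WT p38KO mouse 4 (0.0520), AD p38+/+ mouse 1 (0.169), 2 (0.1002) or 3 (0.0761), or AD p38KO mouse 2 (0.0513). Both chemokines are also known to rise when brain cells are dissociated.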

Given prior evidence that inhibiting p38 can reduce proinflammatory cytokines [1], one might have expected to see similar p38-mediated changes in cytokine levels here. However, it may be that other cell types (e.g. astrocytes [52] or neurons [9, 17, 48, 53–60]) contribute to proinflammatory cytokine expression more profoundly than microglia, or that other microglial signaling pathways aside from p38 predominate in this more chronic and milder neuroinflammatory state. This could explain, for example, why the same manipulation was able to reduce cytokine levels in the context of the much larger and acute proinflammatory TBI model [24]. Although our pre-selected markers of neuroinflammation were unchanged, several other neurodegenerative changes, including increased oxidative stress, apoptosis, and impaired neurotransmission, are also known to be altered by this signaling pathway [9, 61–64], so it will be important to further explore these endpoints in future work. Additionally, evidence for the beneficial impact of p38 suppression is not limited to models of amyloid pathology. In P301S Tau-transgenic mice, neuron-specific deletion of p38α significantly reduced p-Tau expression and neurofibrillary tangles in the cerebellum [65], suggesting that microglial p38 may potentially be more relevant in the context of tangle-associated or the combination of plaque and tangle-associated AD neuropathology.

The present work provides important evidence that inhibition of microglial p38 is not detrimental to amyloid-associated neuropathology; however, there are several important caveats worth highlighting. First, the KO of p38α was generated using a *Cx3cr1* promoter that resulted in these animals having a *Cx3cr1* haploinsufficiency. 

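Cx3cr1 was the one gene called lower with the knockout in WT as well as in AD microglia. It was 8386 ± 633 CPM in WT p38+/+ and 3720.3 ± 231 CPM in WT p38KO mice (SD, n = 4), a log2 fold change of -1.17 (standard error 0.0928, limma adjusted p = 4.4e-06). In AD mice it was 6764 ± 778 CPM with p38α and 3189 ± 287 CPM without it (SD, n = 4). All 8 p38KO mice lay below the p38+/+ mice of their background (exact permutation test, p = 0.0286 in WT and in AD mice), and each call held with any single library left out. In WT p38KO relative to WT p38+/+ mice Cx3cr1 was the single called gene, with 491 genes at an unadjusted p under 0.05 and 378 genes (2.72%) whose groups did not overlap, against 2.86% by chance.

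Over both backgrounds, 11 genes changed with the knockout (1 higher, 10 lower). The count was 7 without WT p38+/+ mouse 1 or AD p38+/+ mouse 1 or 4, and 6 without AD p38+/+ mouse 3.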

As disruption of CX3CL1/CX3CR1 signaling pathways in microglia has been shown to impair microglial responses, modify the neuroinflammatory profile, and alter Aβ deposition [66], this haploinsufficiency could have confounded potential p38-mediated effects in our model. Further, while CX3CR1 expression is limited to myeloid-derived cells, it is not specific to microglia, suggesting that infiltrating p38αKO peripheral cells, such as macrophages, could have contributed to some of the effects reported here. This is unlikely, however, as we reverted all animals back to standard chow for 6–7 weeks after tamoxifen exposure in order to allow turnover of CX3CR1-expressing cells in the periphery (Fig 1A). It is also important to note that while this study did include both male and female animals, the APPswe/PSEN1dE9 (C57BL6) mouse strain has a propensity for developing seizures beginning at ~3 months of age [67], and this resulted in the deaths of several animals during the course of experiments: 4 female AD p38^+/+^, 1 male AD p38^+/+^, 1 female AD p38^KO^, and 1 male p38^KO^. Although this implies the KO might be protective for females of this strain, deaths were too low to determine this. This also left the final sex ratios skewed across groups and underpowered to assess sex differences. This is not only an important caveat to consider in the context of disease progression [68], but also with respect to microglial p38 signaling, as some evidence has reported significant differences between male and female animals on measures of p38-mediated myeloid responses to Aβ as well as on the microglial transcriptome [69]. Finally, as AD presents with multiple pathologies and not only amyloid deposition [70], investigations of p38α in models that also present with other relevant neurodegenerative changes, such as those modeling Tau-associated pathologies [71], should be considered. 

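The other p38 kinases were scarce in sorted microglia. Mapk12 (p38γ) was 0.937 ± 0.181 CPM in WT p38+/+, 2.77 ± 1.09 in WT p38KO, 0.984 ± 0.657 in AD p38+/+ and 4.45 ± 4.75 CPM in AD p38KO mice (SD, n = 4 each), a log2 fold change of 1.37 between AD p38KO and AD p38+/+ mice that did not pass (limma adjusted p = 0.668). AD p38KO mouse 4 had 11.4 CPM, and the other 3 mice of its group 0.621 to 3.34 CPM. In WT mice the log2 fold change was 1.12 (adjusted p = 1.00), although all WT p38KO mice lay above all WT p38+/+ mice (exact permutation test, p = 0.0286). Mapk11 (p38β) was at most 2.93 CPM and Mapk13 (p38δ) at most 1.91 CPM in any library, both too low to be tested. Of 46 measured genes of the p38 pathway, Mapk14 not among them, 22 were higher and 24 lower in AD p38KO than in AD p38+/+ mice (median log2 fold change -0.02, while the test pointed upward; camera adjusted p = 0.953). None was called by limma, and 6 had an unadjusted p under 0.05. These included Map3k7, an activating kinase (log2 fold change 0.54, adjusted p = 0.440), and Dusp1, a phosphatase of p38 and other MAP kinases and an early response gene (-1.60, adjusted p = 0.450). In WT p38KO relative to WT p38+/+ mice the list gave an adjusted p of 0.425, and 0.0217 (higher) without WT p38+/+ mouse 2.

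Of 18 measured kinases of the ERK and JNK branches, 11 were higher and 7 lower in AD p38KO than in AD p38+/+ mice; none was called (limma; 1 at an unadjusted p under 0.05), with a camera adjusted p of 0.634. Mapk3 (ERK1) was 112.3 ± 9.36 CPM in AD p38+/+ and 120.5 ± 8.60 CPM in AD p38KO mice (SD, n = 4 each).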

Finally, p38 is a highly conserved and vital cellular signaling pathway–it may be the case that in our chronic model, redundant MAPK isoforms, activities, or parallel pathways are able to partially compensate for the KO, thus reducing the apparent effects of our intervention. Future work would benefit from characterizing not only the transcriptional effect of the KO, but also the functional effect on downstream pathways.

In summary, our results are consistent with a role for microglial p38α in the modulation of amyloid plaque dynamics *in vivo*. They also indicate that even a substantial reduction of p38α levels in microglia does not significantly impair important microglial disease-restricting processes, consistent with what we published previously using MW150 in a different AD model. It remains to be seen if p38’s role in microglial-plaque interactions becomes more important with age or disease progression, or what the effects on tau-related pathology might be. Further, the relative contribution of diminished p38 signaling in other cell-types is an important component not yet fully defined. Future characterization of p38 pathways in other animal models and cell-types, as well as across age and sex, remains highly relevant in the context of AD and other neurodegenerative diseases.

## Supporting information

S1 Fig Isolation of microglia using flow cytometry. (A) Representative heatmaps of microglia isolated from the left hemisphere of a WT p38^+/+^ mouse. Top Row: Briefly, for each animal, cells were identified using measures of cell granularity (side scatter area [SSC-A]) and cell size (forward scatter area [FSC-A]). The total cell population was then gated to exclude doublets (forward scatter height [FSC-H] vs. FSC-A) and non-viable cells (PE-Cyanine7 [PE-Cy7-A] vs. FSC-A). Bottom Row: The population of single, live cells was then gated to isolate microglia. First, subpopulations of cells expressing Cd11b (brilliant violet 421 vs. FSC-A) or P2yr12 (PE-A vs. FSC-A) were identified. This was followed by gating for co-expression of both markers (brilliant violent 421 vs. PE-A). All fluorescent intensity thresholds were set using compensation beads incubated with appropriate antibodies. Co-expressing cells were defined as “Microglia,” and immediately sorted and lysed for extraction of RNA.
(PDF) Click here for additional data file.

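Transcripts of both sort markers were abundant in all libraries. Itgam, which encodes CD11b, was 1735 ± 343 CPM in WT p38+/+, 1834 ± 273 in WT p38KO, 1763 ± 475 in AD p38+/+ and 1566 ± 191 CPM in AD p38KO mice (SD, n = 4 each). P2ry12, an ADP receptor of resting microglia, was 8683 ± 1607, 8732 ± 908, 7493 ± 938 and 7743 ± 466 CPM in the same groups. Neither passed the limma test in any comparison of groups. Because the cells were sorted on both markers, this does not show how their levels compare in unsorted microglia.

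Of 56 measured markers of other cells, most were low. Among monocyte and granulocyte markers, which the P2ry12 gate should remove, the highest mean was 7.01 CPM (Ccr2), and among those of border-associated macrophages Mrc1 had a mean of 22.4 CPM. The highest means were those of Trf (1808 CPM), Qk (307 CPM), Cnp (113 CPM) and Mbp (90.3 CPM) of oligodendrocytes, Ighm (585 CPM) and Il7r (59.0 CPM) of lymphocytes, Stab1 of border-associated macrophages (495 CPM), Slc1a3 of astrocytes (184 CPM) and Rtn1 of neurons (163 CPM). In AD p38+/+ relative to WT p38+/+ mice the astrocyte list was higher (9 of 14 genes positive, camera adjusted p = 0.0227; adjusted p = 0.253 with an estimated correlation). The lists of neurons (0.293), oligodendrocytes (0.258), endothelial and mural cells (0.761), border-associated macrophages (0.0538), monocytes and granulocytes (0.882), lymphocytes (0.585) and red blood cells (0.572) did not pass in that comparison. Between AD p38KO and AD p38+/+ mice none of these 8 lists passed, with camera adjusted p from 0.376 to 0.953.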

S2 Fig Measures of proinflammatory cytokine levels in WT and AD mice. The hippocampus and overlying cortical tissue were isolated from the left hemisphere of p38^+/+^ and p38^KO^ WT and AD mice (n = 6–13 per group), then homogenized for assessment of 8 proinflammatory cytokines (IFNγ, IL-10, IL-1β, IL-2, IL-5, IL-6, KC/GRO, and TNFα) using MSD ELISA techniques. (A) While analysis of cortical cytokine levels showed a significant elevation in IL-1β (2-way ANOVA; *F*_(1,35)_ = 12.93, *p* = 0.001) and KC/GRO (*F*_(1,36)_ = 38.79, *p* ≤ 0.0001) in AD animals compared to WT, no impact of p38α suppression was detected across any of the cytokines measured here (*p* ≥ 0.05). (B) Similarly, the AD genotype significantly increased IL-1β in the hippocampus (2-way ANOVA; *F*_(1,35)_ = 5.99, *p* = 0.020), but no effect of p38α KO on cytokine levels was detected in this region (*p* ≥ 0.05). *p ≤ 0.05; ***p ≤ 0.001; ****p ≤ 0.0001.
(PDF) Click here for additional data file.

S1 Table Minimal dataset for all analyses. (XLSX) Click here for additional data file.

# Supplementary material for: Early chronic suppression of microglial p38α in a model of Alzheimer’s disease does not significantly alter amyloid-associated neuropathology
**Source:** PLoS One. 2023 May 31;18(5):e0286495. doi: 10.1371/journal.pone.0286495
**Supplement:** S1 Fig — (A) Representative heatmaps of microglia isolated from the left hemisphere of a WT p38+/+ mouse. Top Row: Briefly, for each animal, cells were identified using measures of cell granularity (side scatter area [SSC-A]) and cell size (forward scatter area [FSC-A]). The total cell population was then gated to exclude doublets (forward scatter height [FSC-H] vs. FSC-A) and non-viable cells (PE-Cyanine7 [PE-Cy7-A] vs. FSC-A). Bottom Row: The population of single, live cells was then gated to isolate microglia. First, subpopulations of cells expressing Cd11b (brilliant violet 421 vs. FSC-A) or P2yr12 (PE-A vs. FSC-A) were identified. This was followed by gating for co-expression of both markers (brilliant violent 421 vs. PE-A). All fluorescent intensity thresholds were set using compensation beads incubated with appropriate antibodies. Co-expressing cells were defined as “Microglia,” and immediately sorted and lysed for extraction of RNA.

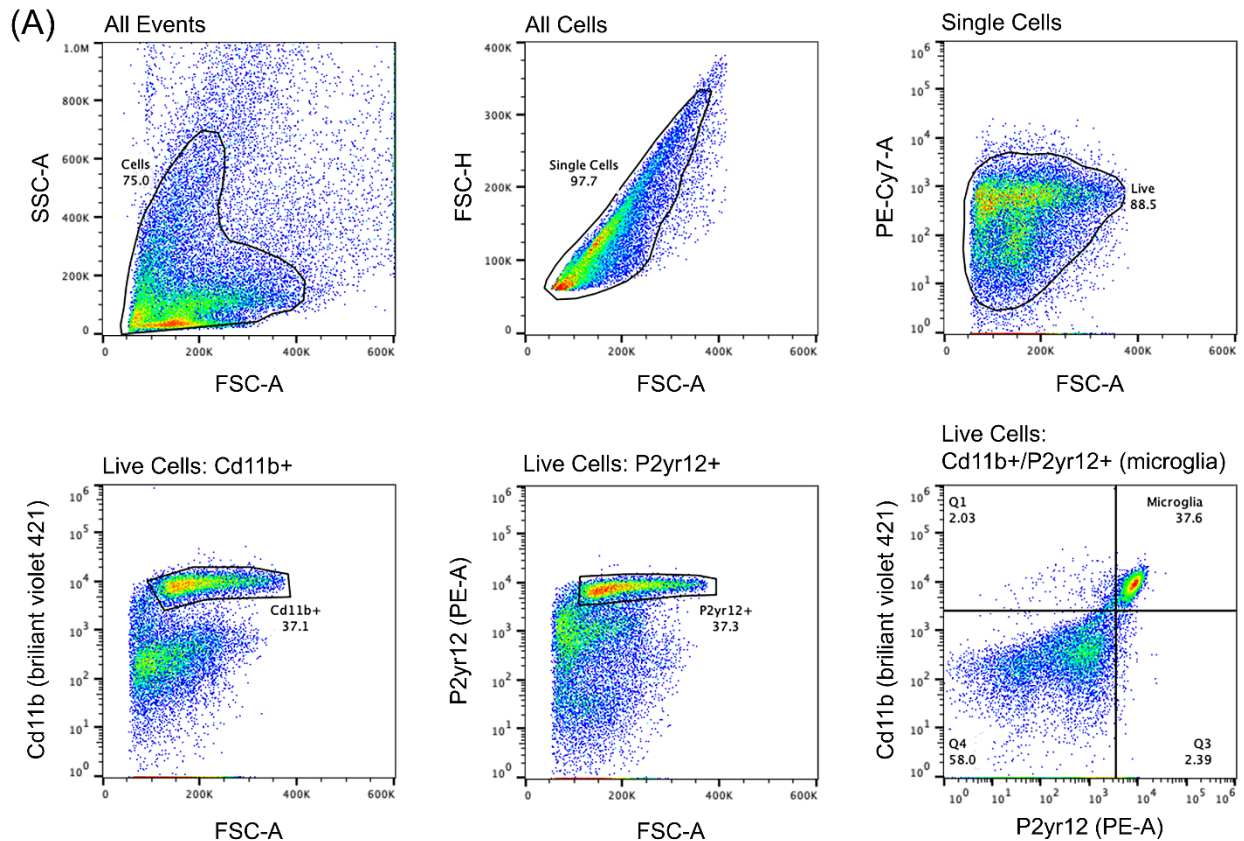

**S1 Fig. Isolation of microglia using flow cytometry.** (A) Representative heatmaps of microglia isolated from the left hemisphere of a WT p38<sup>+/+</sup> mouse. Top Row: Briefly, for each animal, cells were identified using measures of cell granularity (side scatter area [SSC-A]) and cell size (forward scatter area [FSC-A]). The total cell population was then gated to exclude doublets (forward scatter height [FSC-H] vs. FSC-A) and non-viable cells (PE-Cyanine7 [PE-Cy7-A] vs. FSC-A). Bottom Row: The population of single, live cells was then gated to isolate microglia. First, subpopulations of cells expressing Cd11b (brilliant violet 421 vs. FSC-A) or P2yr12 (PE-A vs. FSC-A) were identified. This was followed by gating for co-expression of both markers (brilliant violet 421 vs. PE-A). All fluorescent intensity thresholds were set using compensation beads incubated with appropriate antibodies. Co-expressing cells were defined as “Microglia,” and immediately sorted and lysed for extraction of RNA.

# Supplementary material for: Early chronic suppression of microglial p38α in a model of Alzheimer’s disease does not significantly alter amyloid-associated neuropathology
**Source:** PLoS One. 2023 May 31;18(5):e0286495. doi: 10.1371/journal.pone.0286495
**Supplement:** S2 Fig — The hippocampus and overlying cortical tissue were isolated from the left hemisphere of p38+/+ and p38KO WT and AD mice (n = 6–13 per group), then homogenized for assessment of 8 proinflammatory cytokines (IFNγ, IL-10, IL-1β, IL-2, IL-5, IL-6, KC/GRO, and TNFα) using MSD ELISA techniques. (A) While analysis of cortical cytokine levels showed a significant elevation in IL-1β (2-way ANOVA; F(1,35) = 12.93, p = 0.001) and KC/GRO (F(1,36) = 38.79, p ≤ 0.0001) in AD animals compared to WT, no impact of p38α suppression was detected across any of the cytokines measured here (p ≥ 0.05). (B) Similarly, the AD genotype significantly increased IL-1β in the hippocampus (2-way ANOVA; F(1,35) = 5.99, p = 0.020), but no effect of p38α KO on cytokine levels was detected in this region (p ≥ 0.05). *p ≤ 0.05; ***p ≤ 0.001; ****p ≤ 0.0001.

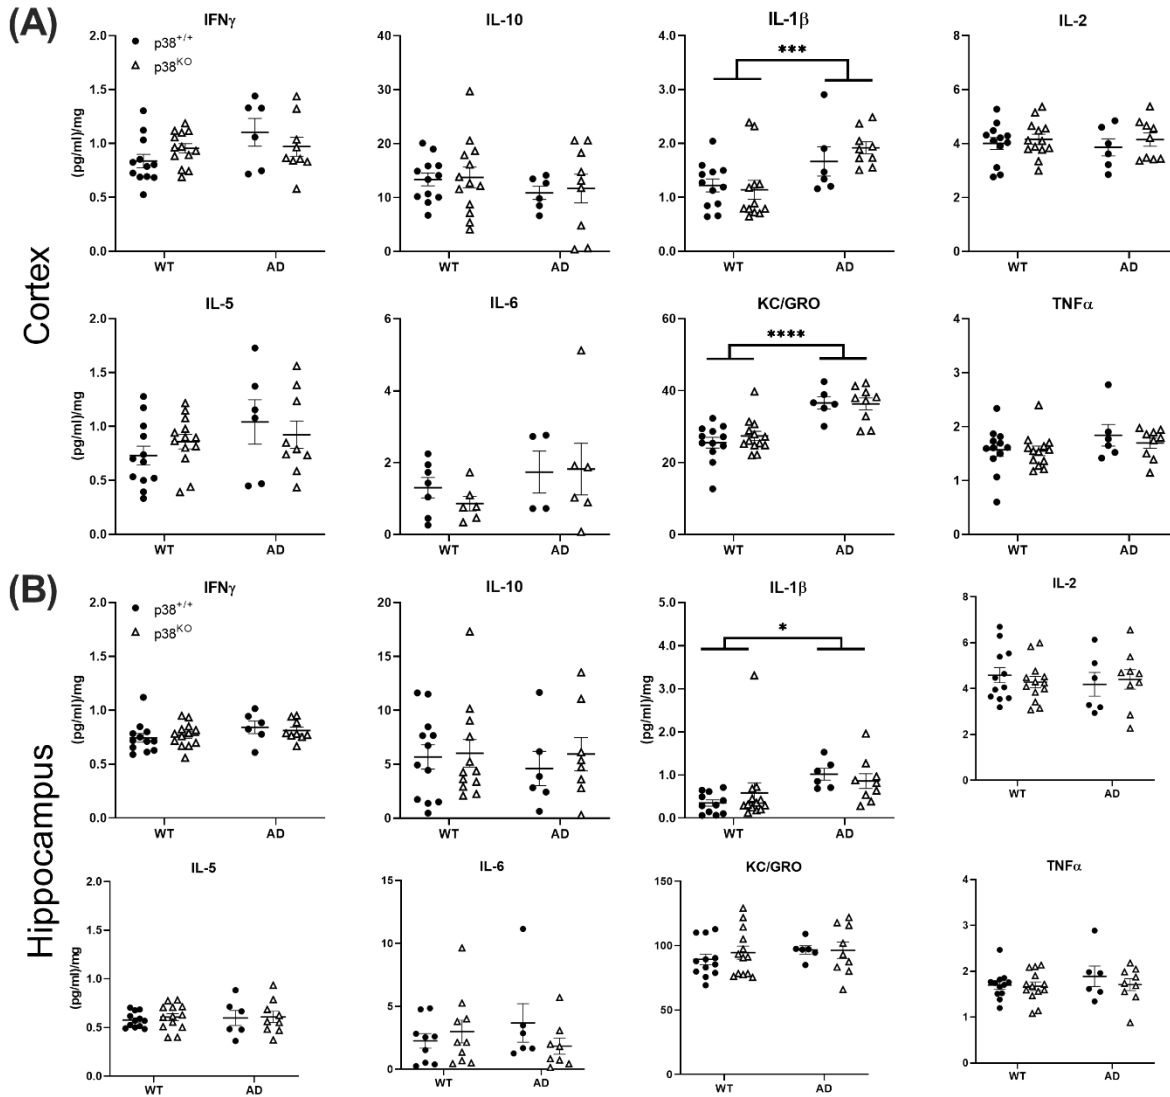

**S2 Fig. Measures of proinflammatory cytokine levels in WT and AD mice.** The hippocampus and overlying cortical tissue were isolated from the left hemisphere of p38<sup>+/+</sup> and p38<sup>KO</sup> WT and AD mice (n = 6-13 per group), then homogenized for assessment of 8 proinflammatory cytokines (IFN $\gamma$ , IL-10, IL-1 $\beta$ , IL-2, IL-5, IL-6, KC/GRO, and TNF $\alpha$ ) using MSD ELISA techniques. (A) While analysis of cortical cytokine levels showed a significant elevation in IL-1 $\beta$  (2-way ANOVA;  $F_{(1,35)} = 12.93$ ,  $p = 0.001$ ) and KC/GRO ( $F_{(1,36)} = 38.79$ ,  $p \leq 0.0001$ ) in AD animals compared to WT, no impact of p38 $\alpha$  suppression was detected across any of the cytokines measured here ( $p \geq 0.05$ ). (B) Similarly, the AD genotype significantly increased IL-1 $\beta$  in the hippocampus (2-way ANOVA;  $F_{(1,35)} = 5.99$ ,  $p = 0.020$ ), but no effect of p38 $\alpha$  KO on cytokine levels was detected in this region ( $p \geq 0.05$ ). \* $p \leq 0.05$ ; \*\*\* $p \leq 0.001$ ; \*\*\*\* $p \leq 0.0001$ .

How the deposited data were processed for this re-analysis (not part of the article)

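RNA was sequenced from microglia sorted from 16 mice, 4 in each of 4 groups (WT p38+/+, WT p38KO, AD p38+/+ and AD p38KO). The authors aligned the reads to mm10 with STAR, assigned them to Ensembl transcripts in Partek Flow, and deposited a table of genes (20267) and a table of transcripts (61144). In each, the authors scaled every library to counts per 1000000 assigned reads (CPM) and added 0.0001 to each value. Read counts were not used here, because they cannot be recovered exactly: in the gene table 74.6 to 81.1% of the low values were whole multiples of 1 read within a tolerance of 0.05. All 16 columns of each table were mapped to a mouse, and 0 were left without a sample. Depth was estimated from the smallest step between values as 12.3 to 16.4 reads for each CPM (median 13.9), which put a floor of 3 reads at 0.183 to 0.244 CPM. Positions and exons were taken from GENCODE M21 (GRCm38), in which 19733 of the 20267 gene symbols were found, and 99.0% of these had the same coordinates as in the deposited table.

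Values were taken as log2(CPM + 0.5). Genes and transcripts with at least 1 CPM in at least 4 libraries were tested, which left 13912 genes and 34322 transcripts and set aside 6355 genes. All 16 libraries were fitted in 1 model with limma's trended empirical Bayes (limma 3.58.1, R 4.3.3), with two-sided tests and Benjamini-Hochberg adjustment within a comparison. The comparisons were AD against WT in each p38 genotype, p38KO against p38+/+ in AD and in WT mice, both main effects (called here the APP/PS1 and the p38 KO main effect) and their interaction. A gene is called changed at an adjusted p under 0.05. For single values, the groups of 4 mice were compared by an exact permutation test (two-sided). Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

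Before the data were examined, 30 gene lists were written from general knowledge: disease-associated and homeostatic microglia, interferon response, MHC class I and class II, phagocytosis and amyloid clearance, cytokines and inflammation, the p38 pathway, other MAP kinases, hematopoietic cell lineage, JAK-STAT signaling, cytokine-cytokine receptor interaction, lysosome, glycolysis, cholesterol synthesis, ribosomal proteins, the mitochondrial genome, immediate early genes and dissociation stress, proliferation, genes near Cx3cr1, genes related to the transgene, genes that differ by sex, and markers of neurons, astrocytes, oligodendrocytes, endothelial and mural cells, border-associated macrophages, monocytes and granulocytes, lymphocytes and NK cells, and red blood cells. Each list was compared with all other genes by limma's camera test with a preset correlation of 0.01, and again with an estimated correlation. Limma's fry test was an alternative; it asks whether the genes of a list changed at all, not whether they changed more than other genes. The p-values were adjusted over the 30 lists of a comparison. Counts adjusted over the list alone use the limma p-values of its members.

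The rule for the genes named in the text was also set then. It takes every gene the paper names, the up to 12 largest rises and falls per pairwise comparison among genes past 0.05 whose groups do not overlap (all called genes where there are 12 or fewer), up to 4 members per list by smallest p and up to 4 by highest CPM, and 6 genes by smallest p for the interaction and each main effect. Fig 1B, the heatmap of Fig 3A and part of S1 Table had been seen before the rule was written. Histone genes called for the p38 KO main effect beyond those 6 were named after their values were seen. The major Mapk14 transcript was chosen by a fixed rule, which picked ENSMUST00000114752. The transcript that encodes isoform 1, ENSMUST00000062694, was added after the data were seen. Values of 3 genes are not reported here, and 1 of these genes was called for the p38 KO main effect; they stay in the counts, lists and totals.

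The test was checked on simulated data, for the comparison of AD p38+/+ with WT p38+/+ mice only. Of 100 genes changed by a log2 of 1 it recovered 46, and of 100 changed by a log2 of 2 it recovered 87, with 8 false calls among 141; with no change it made 0 calls. Of 100 transcripts it recovered 17 and 58, with 7 false calls among 82.

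The alternatives tried were other pseudocounts (0.1, 1 and 0.0001 CPM), no filter and a filter of 5 CPM, TMM and quantile scaling, array weights, only the groups compared, covariates for sex as labelled and for the 3 libraries whose label ends in S0, the animal number as a replicate block with and without sex, the transcript table, both other list tests, and leaving out each library in turn. Leaving out AD p38KO mice 1 and 4 together was added after the data were seen. Each count of changed genes, and the DAM, homeostatic, interferon, phagocytosis, cytokine and p38 pathway lists in the comparisons chosen before the data were examined, were also recomputed for the 35 ways of splitting 8 libraries into groups of 4, or for 100 drawn splits of all 16 libraries.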

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

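The tests of the Mapk14, Esr1 and histone patterns were chosen after the results were seen; the splits of the libraries were planned.

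The shorter Mapk14 transcript ENSMUST00000114752, which lacks the deleted exon, had a log2 fold change of 0.86 over both backgrounds (adjusted p = 1.5e-04), while 3 transcripts with that exon fell (ENSMUST00000062694, ENSMUST00000004990 and ENSMUST00000114754). ENSMUST00000233811, a scarce transcript with part of that exon, did not fall (log2 fold change 0.70, adjusted p = 0.459). Most of its bases lie outside that exon, so its level does not show that RNA with the exon remains. A loss of the whole RNA of the recombined allele is argued against by the gene as a whole, whose log2 fold change was -0.14 over both backgrounds, against -0.94 in WT and -1.01 in AD mice if the 3 transcripts had been lost. If reads of the exons shared with the isoform 1 transcript were assigned to the shorter transcript once the first exon was gone, its level would be 160.1 CPM in WT p38KO and 142.8 CPM in AD p38KO mice; the observed means were 96.9% of these values on average. The rise may therefore reflect RNA of the recombined allele that lacks the first exon, counted as the shorter transcript. Whether any protein is made from it was not measured in these data, and no other biological explanation was tested.

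ENSMUST00000137012, a transcript of the estrogen receptor gene Esr1, was higher in p38KO libraries, which carry the Cre allele (log2 fold change 2.58 over both backgrounds). It lay between 1.81 and 3.89 CPM in p38KO libraries and between 0 and 0.223 CPM in p38+/+ libraries. More RNA from the Esr1 gene itself is argued against by its transcripts with upstream exons, which had a log2 difference of -0.24 (standard error 0.359). Reads of the estrogen receptor part of CreERT2 could also give this pattern, but no value here decides it. That all 8 p38KO libraries lay above every p38+/+ library restates the pattern, and such reads cannot be told apart from another effect of the Cre allele, since that allele and the knockout are the same groups.

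Replication-dependent histone genes were lower in p38KO libraries: 22 of 26 had a negative log2 fold change over both backgrounds (median -0.93), and 6 were called. Reads moved between near-identical copies are argued against in AD mice by the sum over 56 histone genes, which differed by -0.92 (exact permutation test, p = 0.0286). In WT mice the sum differed by -0.67 with overlapping groups (exact permutation test, p = 0.143), which leaves this open there. Over both backgrounds it differed by -0.79 (standard error 0.235). A poorer capture of RNA without a poly(A) tail is argued against by 5 such RNAs, with a median of 0.32 over both backgrounds and 0.52 in WT mice. In AD mice their median was -0.013 (3 negative and 2 positive, lowest -0.22), against -1.04 for the histone genes. A smaller loss is not excluded there. Fewer dividing cells are argued against in WT p38KO mice, where 20 of 26 proliferation genes were positive (median 0.18). In AD p38KO mice fewer dividing cells remain a possible explanation, as 24 of 26 proliferation genes were negative (median -0.54). Of these genes, 0 were called and 6 had an unadjusted p under 0.05 from limma, and the list did not pass with an estimated correlation. The AD p38KO libraries also had fewer genes detected than any other library.

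Over both backgrounds, genes that the paper does not discuss differed between p38KO and p38+/+ mice. The log2 fold changes were 2.17 for Lgi4, -1.42 for Mid1 and -1.94 for Gm20628. Among histone genes they were -2.51 for H2ac6, -1.82 for H4f16, -2.03 for H4c14, -1.56 for Hist1h4n, -2.06 for H4c9 and -1.14 for H4c4. H4c14 was not called without AD p38+/+ mouse 3 (adjusted p = 0.0620). Hist1h4n was not called without WT p38+/+ mouse 1 (0.0685) or 3 (0.0692), WT p38KO mouse 3 (0.0557) or 4 (0.0564), or AD p38+/+ mouse 1 (0.0655), 3 (0.0694) or 4 (0.0596). H4c9 kept its call only without WT p38KO mouse 3 or AD p38KO mouse 3 or 4 (otherwise 0.0584 to 0.137), and H4c4 only without WT p38+/+ mouse 4 or AD p38KO mouse 3 (otherwise 0.0536 to 0.137). Pcdhgc3 had -2.63 in AD p38KO relative to AD p38+/+ mice, which is no bound because it was listed at 0 in AD p38KO libraries. A transcript of Clasp2 had -3.49 over both backgrounds. Clasp2 lies on chromosome 9 from 113741473 to 113919682, and Cx3cr1, the locus that carries CreERT2, from 119901616 to 120069879. The most abundant Clasp2 transcript did not fall, while other scarce ones did. Its mean was 152.6 CPM in WT p38+/+ and 210.9 CPM in WT p38KO mice. In AD mice it was 123.6 CPM with p38α and 207.1 CPM without it. Whether the fall belongs to the Cre allele or to the knockout was not tested.

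For 3 lists the knockout's effect differed between AD and WT mice by camera's test of the interaction. The median difference was -0.48 for the mitochondrial genome, -0.92 for proliferation and -0.89 for border-associated macrophages (adjusted p = 1.4e-08, 8.7e-07 and 0.0473). With an estimated correlation, none of these passed (adjusted p = 0.455, 0.145 and 0.804).

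Some libraries lay far from the other 3 of their group. Chance gives this in about 1 of 20 groups, and it was found in 23 of 260 (8.85%), 4 of them for AD p38KO mouse 4. WT p38KO mouse 1 had the lowest depth of its group, 12.3 reads for each CPM. AD p38KO mouse 4 had the highest first principal component (108.8), the highest Gfap (17.5 CPM), the highest Hbb-bs (159.8 CPM) and the lowest Tmc7 (log2 CPM 3.76). Hbb-bs was also highest in WT p38KO mouse 3 (149 CPM) and AD p38+/+ mouse 4 (6.68 CPM). The lowest log2 CPM of a group were 3.02 for Cst7 in WT p38+/+ mouse 1, 4.65 for Tmc7 and 3.52 for H4f16 in WT p38KO mouse 4, 1.28 for Gm20628 in WT p38+/+ mouse 4 and 0.76 for Pcdhgc3 in AD p38+/+ mouse 4. Others were 6.80 for Cd63 and 9.43 for C3ar1 in WT p38+/+ mouse 2, 10.93 for Cd9 in AD p38+/+ mouse 3 and 9.53 for C3ar1 in AD p38+/+ mouse 2. The highest were 4.90 for Baiap2l2, 2.41 for Adamtsl4 and 10.57 for H2-D1 in AD p38+/+ mouse 1, 5.17 for Itgax and 2.99 for Adgre5 in WT p38KO mouse 2, 2.61 for Ifi27l2a in WT p38+/+ mouse 3, and 7.01 for Ccl3 in AD p38KO mouse 1.

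Other splits of the libraries show where chance can be excluded. In AD p38+/+ against WT p38+/+ mice, chance is excluded for the count of changed genes (1 of 35 splits as large, 50 genes, highest other 0). It is also excluded for the DAM list (1 of 35, -log10 camera p of 82.9, highest other 35.4). For the phagocytosis list no other split was as large (1 of 35), but the margin was small (1.93 against 1.80). That list did not pass without AD p38+/+ mouse 2 (camera adjusted p = 0.0737), and the split tests were not adjusted for their number. Chance is therefore not firmly excluded for it. Chance is not excluded for the homeostatic list (4 of 35, 6.40 against 7.89) or the interferon list (2 of 35, 13.30 against 13.31). In AD p38KO against WT p38KO mice it is excluded for the count (1 of 35, 45 genes against 8) and the DAM list (1 of 35, 61.4 against 26.4). In AD p38KO against AD p38+/+ mice it is excluded for the count (1 of 35, 7 genes against 1). It is not excluded there for the DAM list (34 of 35, 0.0347 against 16.9), the homeostatic list (33 of 35, 0.0980 against 2.82), the interferon list (19 of 35, 1.45 against 12.6), the phagocytosis list (18 of 35, 0.250 against 0.924), the cytokine list (35 of 35, 0.0223 against 1.23) or the p38 pathway (33 of 35, 0.0211 against 0.564). In WT p38KO against WT p38+/+ mice it is not excluded for the count (3 of 35, 1 gene against 1), the DAM list (6 of 35, 1.96 against 4.00) or the p38 pathway (22 of 35, 0.593 against 3.49). Of 100 drawn splits of the 16 libraries, 1 was as large for the APP/PS1 main effect (143 genes against 1) and 1 for the p38 KO main effect (11 against 3), so chance is excluded for both. Where the real count is 0, every split is at least as large and the test says nothing about chance. This holds for the 7 genes that the paper names (35 of 35, 0 against 0) and for the interaction (100 of 100, 0 genes against 31). A split that calls 31 genes points to a structure of the samples, which can be that of the groups themselves, since these splits mix all 4 groups; what it is was not tested.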

How the results depend on the processing

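Leaving out AD p38KO mice 1 and 4 together was chosen after the data were seen; the other alternatives were planned. Each of 125 results was recomputed under up to 33 settings, giving 3847 values, of which 3396 kept their direction and their side of the threshold (counts within 1.5 times). Of the rest, 325 lost a call, 40 gained one, 42 counts moved by more than 1.5 times and 44 changed direction. Tests by edgeR and DESeq2 on whole reads were not run, because reads could not be recovered exactly from the CPM. The count for the 7 genes that the paper names was 0 in every setting. The DAM list passed in every setting for AD p38+/+ against WT p38+/+ and for AD p38KO against WT p38KO mice. For the isoform 1 transcript of Mapk14, the log2 fold change kept its sign and call in every setting. At this depth, genes near 1 CPM rest on 12.3 to 16.4 reads. The covariate for sex uses the labels, and AD p38KO mouse 1, labelled female, had 0 CPM of Xist and of Ddx3y. Causes were not tested, except that fewer libraries or fewer groups also mean a smaller model.

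Counts of changed genes. AD p38+/+ against WT p38+/+ (50): 23 with 0.0001 CPM added (all 23 among the 50), 29 with only those groups, and 25 to 59 with single libraries left out. AD p38KO against WT p38KO (45): 24 with 0.0001 CPM added, 68 with sex as a covariate, 21 in the transcript table, 20 without AD p38KO mice 1 and 4, and 22 to 53 with single libraries left out; the 11 falls among them were 6 with quantile scaling and 3 to 20 over all settings. AD p38KO against AD p38+/+ (7): 4 with 1 CPM added, 4 with only those groups, 4 with sex as a covariate, 4 with a covariate for the 3 S0 libraries, 2 without AD p38KO mice 1 and 4, and 2 to 10 with single libraries left out. WT p38KO against WT p38+/+ (1): 2 without a filter, 5 in the transcript table, 3 without AD p38KO mice 1 and 4, and 1 with any single library left out. APP/PS1 main effect (143): 95 to 182 with single libraries left out. p38 KO main effect (11): 7 with 0.1 CPM added, 6 with 0.0001 CPM added, 48 in the transcript table, and 6 to 15 with single libraries left out. Interaction (0): 2 with 0.0001 CPM added, 4 without a filter, and 0 to 1 with single libraries left out.

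Lists, as camera adjusted p. Values for fry answer another question, whether the genes of a list changed at all, without comparing them with other genes. For AD p38KO against AD p38+/+ none of the changes of direction passed a threshold, apart from the DAM list without AD p38+/+ mouse 1. The DAM list (0.953, lower) pointed upward with 0.1 CPM added (0.990), with 0.0001 CPM added (0.993), without a filter (0.959) and with array weights (0.955), and gave 0.00391 to 0.997 with single libraries left out. It pointed upward there without AD p38+/+ mouse 1 (0.00391), AD p38KO mouse 3 (0.612) and AD p38KO mouse 4 (0.855). The homeostatic list (0.953, lower) pointed upward with 0.0001 CPM added (0.993) and quantile scaling (0.955), and gave 0.243 to 0.997 with single libraries left out. The cytokine list (0.953, higher) pointed downward with 1 CPM added (0.999), without a filter (0.959), with quantile scaling (0.955), array weights (0.955), only those groups (0.988), fry (0.885) and without AD p38KO mice 1 and 4 (0.548), and gave 0.740 to 0.997 with single libraries left out. The p38 pathway (0.953, higher) pointed downward with a filter of 5 CPM (0.926), TMM scaling (0.988), quantile scaling (0.893), array weights (0.964), only those groups (0.988), sex (0.940), the replicate block (0.991), the block with sex (0.991), fry (0.885) and without AD p38KO mice 1 and 4 (0.843), and gave 0.855 to 0.997 with single libraries left out. The phagocytosis list (0.953, higher) pointed downward with fry (0.885) and gave 0.625 to 0.994 with single libraries left out. The interferon list (0.358) passed with array weights (0.00664) and without AD p38KO mice 1 and 4 (0.0257), and gave 2.1e-04 (without AD p38KO mouse 4) to 0.908 with single libraries left out.

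For AD p38+/+ against WT p38+/+ the interferon list did not pass with an estimated correlation (0.0887) or fry (0.0565), and the phagocytosis list did not without a filter (0.0675), with 0.00729 to 0.0737 when single libraries were left out. For WT p38KO against WT p38+/+ the DAM list (0.0469) did not pass with 0.1 CPM added (0.0514), without a filter (0.0745), with array weights (0.0587), sex (0.348), the block with sex (0.163), an estimated correlation (0.704), fry (0.737) or without AD p38KO mice 1 and 4 (0.0660), and gave 0.00412 to 0.354 with single libraries left out. The p38 pathway there (0.425) gave 0.0217 to 0.769 with single libraries left out.

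The log2 fold change of the shorter Mapk14 transcript in WT mice (0.76) passed with array weights (0.78), sex (0.82) and the replicate block (0.76), and was 0.69 to 0.83 with single libraries left out. In the transcript table, where the values are those of the isoform 1 transcript, Mapk14 had -6.80 in WT and -6.73 in AD mice. The interaction of Tmc7 (0.12) was -0.83 in the transcript table. With single libraries left out, that of Rtp4 (0.15) was -0.0460 to 0.42, and the log2 fold change of Csf2ra in WT mice (0.07) was -0.0706 to 0.18. For AD p38+/+ against WT p38+/+, Csf2ra was not called with 0.0001 CPM added (adjusted p = 0.0590), without a filter (0.0532), with only those groups (0.0995), with a covariate for the 3 S0 libraries (0.0539) or in the transcript table (0.110). Pkm was not called in these settings either (0.0781, 0.0675, 0.0956, 0.0700 and 0.0724), and Aldoa was not with 0.0001 CPM added (0.0582), without a filter (0.0612) or with only those groups (0.110).

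With the animal numbers as a block, the counts were 49, 44, 7, 1, 131, 11 and 0 in the order above. Csf2ra (adjusted p = 0.0626) and Pkm (0.0582) were not called with the block, nor with the block and sex (0.0693 and 0.0829). The same number stands for different mice. Libraries with the same number correlated at -0.13 to 0.18 over 24 pairs, with 2 over 0.1, and 9 of the 16 libraries correlated best with their own number. With this hint left open, the numbers were not used to pair the mice.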

Differences from the paper's values

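Without p38α, the paper states that the level of the major p38α transcript lay lower by a log2 value of more than 8, the paper's value for WT and for AD mice. Here, the transcript ENSMUST00000062694 fell by 6.80 in WT and fell by 6.73 in AD mice on the log2 scale with 0.5 CPM added. Of the alternatives set before the data were examined, 0.1 CPM added (fell by 8.37 and fell by 8.24) and 0.0001 CPM added (fell by 9.43 and fell by 9.21) did not differ from the paper's value. The others did, among them 1 CPM added (fell by 5.94 and fell by 5.89). Against a floor of 3 reads the levels were lower by at least 8.13 and at least 8.10 on that scale.

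For genes affected by genotype, the paper's value is 100, from DESeq2 with default settings at an FDR of 0.05. Here 50 genes changed in AD p38+/+ relative to WT p38+/+ mice, from limma at an adjusted p under 0.05. Of the alternatives set before the data were examined, array weights (72) did not differ from the paper's value by more than 1.5 times, and the others did (23 to 63). The comparison behind the paper's count is not named in its legend; the APP/PS1 main effect gave 143 and did not differ by that measure, but did with quantile scaling (155), array weights (179), sex as a covariate (the highest count) and without AD p38KO mouse 3 (161) or 4 (182).

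Of those, the paper's count of genes altered by p38α suppression in AD mice is 7. Here 0 of the same 7 genes passed in AD p38KO relative to AD p38+/+ mice, with 6 at an unadjusted p under 0.05 (limma) and adjusted p from 0.572 to 0.752. The count was 0 with each of the alternatives set before the data were examined. Adjusted over the list alone 4 passed, which is not independent evidence. Whether the paper tested all genes or only those affected by genotype is not stated.

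The number of genes analysed is given as more than 3,000, the paper's value, whereas 13912 genes were tested here. No alternative was compared for this number.

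The paper's text gives Klf7, Cdc37l1 and N4bp2 as higher, and Ifitm2 and Csf2ra as lower, in AD p38+/+ than in WT mice. Here the log2 fold changes were -0.78 for Klf7, -0.59 for Cdc37l1 and -1.25 for N4bp2, and 1.73 for Ifitm2 and 0.81 for Csf2ra. The heatmap of Fig 3A shows the same directions as found here for these 5 genes. For Rtp4 (1.07) and Tmc7 (-0.68) the directions in the text are the same as here.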

Other observations

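The tests reported here on shared libraries and labels were chosen after the results were seen; the lists were planned.

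Genes of the lysosome and of glycolysis passed as lists between AD p38+/+ and WT p38+/+ mice. Of 64 measured lysosomal genes, 5 rose in AD p38+/+ relative to WT p38+/+ mice (14 adjusted over the list alone), with a camera adjusted p of 4.8e-08 (adjusted p = 0.00813 with an estimated correlation). They included Cd63, a tetraspanin of late endosomes (log2 fold change 1.01, adjusted p = 0.00974), and Ctsz, a cathepsin (0.53, adjusted p = 0.0107). Ctsz was not called without WT p38+/+ mouse 3 (adjusted p = 0.0617), AD p38+/+ mouse 1 (0.0593) or 2 (0.0599). Without p38α, 4 lysosomal genes rose (14 higher and 1 lower adjusted over the list alone; adjusted p = 0.0238 with an estimated correlation). Of 21 glycolysis genes, 3 rose with p38α (10 adjusted over the list alone; camera adjusted p = 5.3e-10; adjusted p = 0.0350 with an estimated correlation). Of these 3, Pkm (0.65, adjusted p = 0.0430) lost its call without any single library (0.0530 to 0.208) except AD p38KO mouse 1 or 4, and Aldoa (0.50, adjusted p = 0.0403) without any (0.0539 to 0.213) except AD p38+/+ mouse 3 or AD p38KO mouse 1, 3 or 4. Mif, a cytokine with tautomerase activity, rose as well (1.09, adjusted p = 0.00656).

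Interferon response genes were higher as a list in AD p38+/+ than in WT p38+/+ mice, with 47 of 55 positive, 1 called and 11 adjusted over the list alone (median 0.67, camera adjusted p = 5.0e-13; adjusted p = 0.0887 with an estimated correlation). The called gene was Ifi27l2a (2.40, adjusted p = 0.0299), which was not called without WT p38+/+ mouse 1 (0.0888), 2 (0.0744) or 4 (0.0898), or AD p38+/+ mouse 1 (0.144) or 3 (0.0593). Genes of MHC class I were higher as a list (20 of 22 positive, 5 adjusted over the list alone, adjusted p = 2.3e-08; adjusted p = 0.0350 with an estimated correlation), and those of MHC class II did not pass (8 of 11 positive, adjusted p = 0.145). Proliferation genes were all positive (26 of 26, median 0.66, adjusted p = 3.3e-08; adjusted p = 0.0241 with an estimated correlation), with 1 passing adjusted over the list alone and 0 over all genes (limma; 6 at an unadjusted p under 0.05). Between AD p38KO and AD p38+/+ mice the same list was lower (24 of 26 negative, median -0.54, adjusted p = 9.3e-05; adjusted p = 0.356 with an estimated correlation).

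Other lists in AD p38+/+ relative to WT p38+/+ mice held with the preset correlation alone. These were cholesterol synthesis (camera adjusted p = 2.1e-04; adjusted p = 0.0560 with an estimated correlation), ribosomal proteins (4.8e-23; adjusted p = 0.106 with an estimated correlation), the mitochondrial genome (2.9e-08; adjusted p = 0.118 with an estimated correlation) and, downward, other MAP kinases (0.0138; adjusted p = 0.177 with an estimated correlation). The 3 genes related to the transgene passed upward (0.00777; adjusted p = 0.0420 with an estimated correlation). The p38 pathway (0.220), immediate early genes and dissociation stress (0.584, with a median of -0.02 and a mean of 0.15), genes near Cx3cr1 (0.584) and genes that differ by sex (0.823) did not pass.

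In WT p38KO relative to WT p38+/+ mice, 6 lists besides the DAM list passed upward with the preset correlation and none with an estimated one. Their camera adjusted p were 1.1e-08 for the mitochondrial genome, 2.2e-06 for interferon response, 0.00339 for MHC class I, 0.00490 for red blood cells, 0.0108 for border-associated macrophages and 0.0469 for ribosomal proteins, and with an estimated correlation the adjusted p lay between 0.483 and 0.742.

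Of the 45 genes called in AD p38KO relative to WT p38KO mice, 38 had the same direction with p38α, and 9 passed the interaction when adjusted over those 45, which were selected on the same libraries. Genes past an unadjusted p of 0.05 both for AD p38+/+ against WT p38+/+ and for AD p38KO against AD p38+/+ mice numbered 91, and 91.2% of them had opposite signs. Libraries simulated with no knockout effect gave 211.2 such genes on average, 94.0% with opposite signs. The observed 91 lay under the simulated range of 176 to 264, so the simulation did not reproduce this count.

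AD p38KO mouse 1, labelled female, had 0 CPM of Xist and of Ddx3y, while the other 4 libraries labelled female had 188 to 254 CPM of Xist.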
